# Elevated intracellular cyclic‐di‐GMP level in *Shewanella oneidensis* increases expression of *c*‐type cytochromes

**DOI:** 10.1111/1751-7915.13636

**Published:** 2020-07-30

**Authors:** Chun Kiat Ng, Jiabao Xu, Zhao Cai, Liang Yang, Ian P. Thompson, Wei E. Huang, Bin Cao

## Abstract

Electrochemically active biofilms are capable of exchanging electrons with solid electron acceptors and have many energy and environmental applications such as bioelectricity generation and environmental remediation. The performance of electrochemically active biofilms is usually dependent on *c*‐type cytochromes, while biofilm development is controlled by a signal cascade mediated by the intracellular secondary messenger bis‐(3ʹ‐5ʹ) cyclic dimeric guanosine monophosphate (c‐di‐GMP). However, it is unclear whether there are any links between the c‐di‐GMP regulatory system and the expression of *c*‐type cytochromes. In this study, we constructed a *S. oneidensis* MR‐1 strain with a higher cytoplasmic c‐di‐GMP level by constitutively expressing a c‐di‐GMP synthase and it exhibited expected c‐di‐GMP‐influenced traits, such as lowered motility and increased biofilm formation. Compared to MR‐1 wild‐type strain, the high c‐di‐GMP strain had a higher Fe(III) reduction rate (21.58 vs 11.88 pM of Fe(III)/h cell) and greater expression of genes that code for the proteins involved in the Mtr pathway, including CymA, MtrA, MtrB, MtrC and OmcA. Furthermore, single‐cell Raman microspectroscopy (SCRM) revealed a great increase of *c*‐type cytochromes in the high c‐di‐GMP strain as compared to MR‐1 wild‐type strain. Our results reveal for the first time that the c‐di‐GMP regulation system indirectly or directly positively regulates the expression of cytochromes involved in the extracellular electron transport (EET) in *S. oneidensis*, which would help to understand the regulatory mechanism of c‐di‐GMP on electricity production in bacteria.

## Introduction

Bacteria can switch between planktonic and biofilm modes of growth (Hall‐Stoodley *et al*., 2004). Unlike their free‐swimming planktonic counterparts, bacteria in biofilms colonise surfaces and interfaces by anchoring themselves with self‐produced extracellular polymeric substances such as carbohydrates, proteins and nucleic acids, eventually forming a complex three‐dimensional matrix that encases the cells (Branda *et al*., 2005; Cao *et al*., 2011). Compared with the planktonic mode of life, the biofilm mode confers several key potential advantages for the bacteria which include, but not limited to, protection against predation, increased resistance to antimicrobial agents, facilitated genetic exchange and mutation to increase genetic variation in the gene pool (Flemming and Wingender, 2010; Flemming, 2011; Flemming *et al*., 2016). As such, the biofilm mode of life is the predominant form of existence for bacteria in almost all natural environments where they enable their communities to strive even in extreme and hostile conditions (Flemming and Wuertz, 2019). Such resilience and robustness exhibited by biofilms increases opportunities for their exploitation in environmental and industrial applications such as bioremediation, biocatalysis and bioelectricity generation (Singh *et al*., 2006; Gross *et al*., 2007; Tsoligkas *et al*., 2011; Zhang *et al*., 2014; Ng *et al*., 2017).

Many potential environmental and industrial applications of biofilms centre around the ability of electroactive bacteria (electrogen), for example *Geobacter sulfurreducens* and *Shewanella oneidensis*, to perform extracellular electron transfer (EET) and exhibit reductive and oxidative (redox) reactions, such as bioelectricity generation via microbial fuel cell and the immobilization of uranium using biofilms (Rosche *et al*., 2009; Cao *et al*., 2010; Halan *et al*., 2010; Yates *et al*., 2014; Liu *et al*., 2015). Electrogens can transfer electrons to exogenous insoluble acceptors mainly by three EET mechanisms: direct electron transfer, indirect electron transfer via shuttling of excreted mediators (e.g. flavins), and through electrically conductive nanowire or pili (Reguera *et al*., 2006; Von Canstein *et al*., 2008; Okamoto et al., 2011, 2012, 2014; Pirbadian *et al*., 2014). Ideally, bacteria should be physically close to the insoluble electron acceptor by forming a biofilm on its surface for energy‐efficient direct electron transfer to occur via *c*‐type cytochromes on the outer surface of the cell membrane. Hence, there may be possible links between the regulatory system of biofilm formation and cytochrome expression in these bacteria.

Control mechanism of bacterial biofilm formation and dispersal is closely associated with the signal cascade mediated by the intracellular secondary messenger bis‐(3ʹ‐5ʹ) cyclic dimeric guanosine monophosphate (c‐di‐GMP; Hengge, 2009). Intracellular regulation of c‐di‐GMP in bacteria cells is achieved through production by diguanylate cyclases and degradation by phosphodiesterases (Ryjenkov *et al*., 2005; Schmidt *et al*., 2005; Ryan *et al*., 2006) and regulated by extracellular environmental cues (e.g. nutrient availability and quorum sensing) detected by multiple sensory systems on and within the cells. C‐di‐GMP has been reported to influence the switching between the attached biofilm and motile planktonic mode of life in many microbes, stimulating the secretion of extracellular polymeric substances and affecting cell motility and virulent capabilities (Gjermansen *et al*., 2006; Jenal and Malone, 2006; Wolfe and Visick, 2008; Broberg *et al*., 2011; Spurbeck *et al*., 2012). Although the c‐di‐GMP regulatory system and EET pathway are involved in different aspects of biofilm attachment, the c‐di‐GMP regulatory system on electricity production in bacteria is still unclear.

In this study, we constructed a *S. oneidensis* MR‐1 mutant with a higher concentration of intracellular c‐di‐GMP and compared its transcriptomic and functional data with the MR‐1 wild‐type (WT), to examine the effect of the elevated c‐di‐GMP level on *c*‐type cytochrome expression. We further estimated *c*‐type cytochromes in *S. oneidensis* MR‐1 at the single‐cell level by employing single‐cell Raman microspectroscopy (SCRM; Xu *et al*., 2017). The results provide new insights into the effect of an elevated intracellular c‐di‐GMP concentration on the expression of cytochromes and open up new opportunities in the regulation of EET towards reproducible and controllable biofilm processes in environmental and industrial applications.

## Results and discussion

### Elevated intracellular c‐di‐GMP level enhanced S. oneidensis biofilm formation

To investigate whether c‐di‐GMP influenced the expression of *c*‐type cytochromes, we first constructed a *S. oneidensis* strain that constitutively expressed YedQ, a *Escherichia coli* diguanylate cyclase that catalyses the synthesis of c‐di‐GMP, which had been cloned into pBBR1MCS‐5 (MR‐1/pYedQ_2_).

MR‐1/pYedQ_2_ strain exhibited a 30% reduction (*t*‐test *P*‐value < 0.05, *n* = 5) in swimming motility (Fig. S1a) and formed thicker biofilm in a flow cell under hydrodynamic condition (Fig. 1) as compared to the WT. This is in good agreement with previous studies where the increase in c‐di‐GMP impeded cell motility in bacteria including *E. coli, Pseudomonas aeruginosa* and *Vibrio cholerae* (Wolfe and Visick, 2008). Under static conditions, MR‐1/pYedQ_2_ had a comparable growth rate to the WT, but the bulk of MR‐1/pYedQ_2_ cells tended to form biofilms while the WT cells preferred to remain in planktonic state of growth (Fig. S2b and Fig. 2). Such preference of MR‐1/pYedQ_2_ towards biofilm state of growth may be attributed to the increase in production of c‐di‐GMP which suppressed flagellar activity and possibly induced surface adhesive proteins such as BpfA and favours biofilm formation (Thormann *et al*., 2005; Cao *et al*., 2011; Zhou *et al*., 2015). Moreover, we measured the intracellular c‐di‐GMP concentration and found that MR‐1/pYedQ_2_ (159.43 pmol c‐di‐GMP/mg cell biomass) has approximately ninefold more c‐di‐GMP than the MR‐1 WT (17.33 pmol c‐di‐GMP/mg cell), verifying that MR‐1/pYedQ_2_ indeed had a higher level of c‐di‐GMP as compared to the WT. These results indicate that we have successfully constructed a high c‐di‐GMP *S. oneidensis* MR‐1 strain, containing the pYedQ_2_ plasmid, which exhibits key characteristics such as lowered swimming motility, greater biofilm growth and increased intracellular c‐di‐GMP concentration. Although previous studies have demonstrated that the *yedQ* gene (from *E. coli*) is active in other types of bacteria such as *Burkholderia cenocepacia* and *Pseudomonas aeruginosa* (Chen *et al*., 2015; Fazli *et al*., 2015), our work is the first study to provide strong evidence that *yedQ* is active in MR‐1, which enabled us to investigate how increased intracellular c‐di‐GMP can influence other cellular functions in MR‐1.

**Fig. 1:**
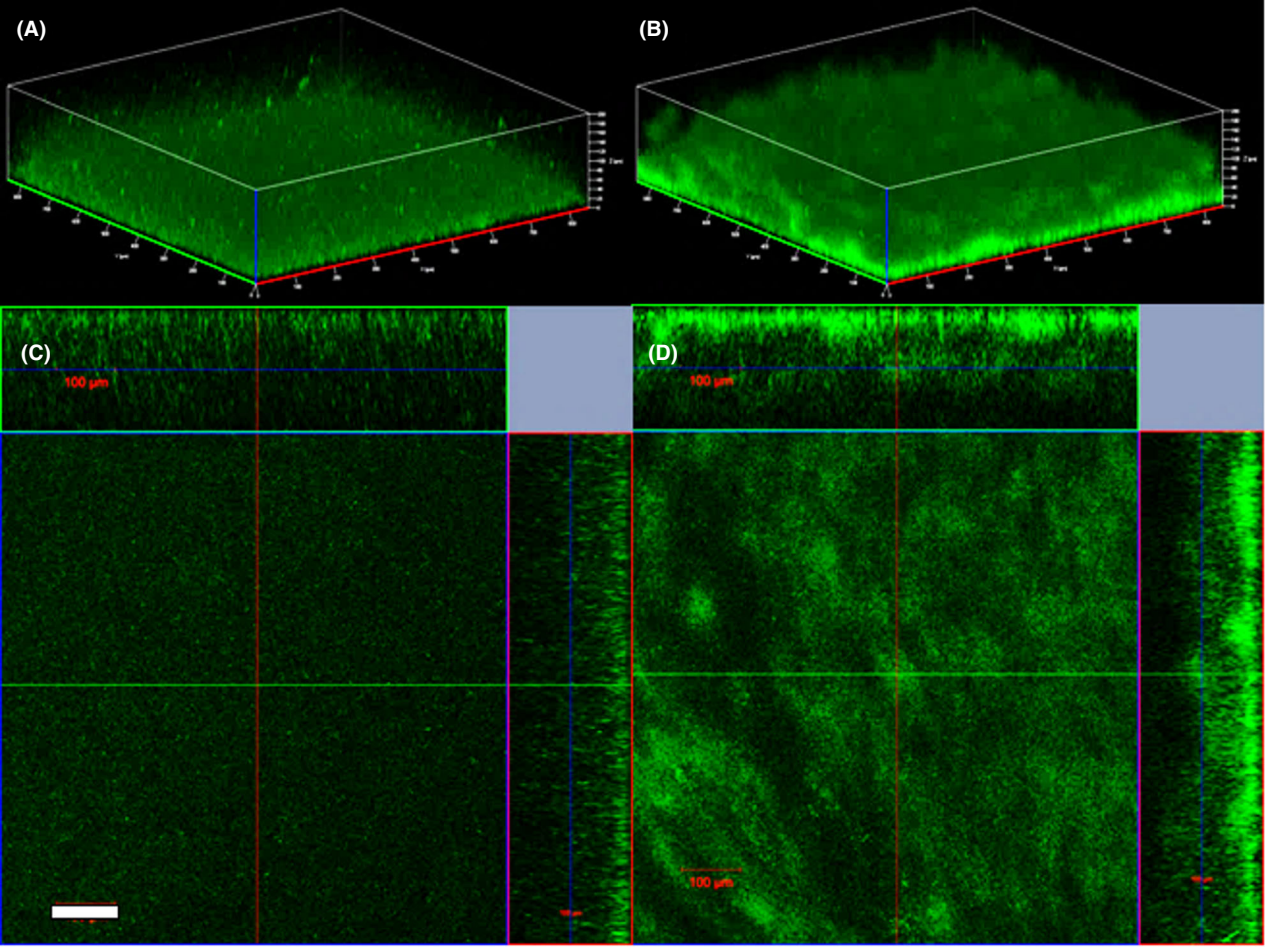
Representative confocal Laser Scanning Microscopic 3D images and orthogonal views of *S.oneidensis* MR‐1 WT (A and C) and high c‐di‐GMP strain MR‐1/pYedQ_2_ (B and D) respectively, showing biofilm formation in flow cells after 24 h of growth under hydrodynamic conditions. (White scale bar = 100 μm.).

**Fig. 2:**
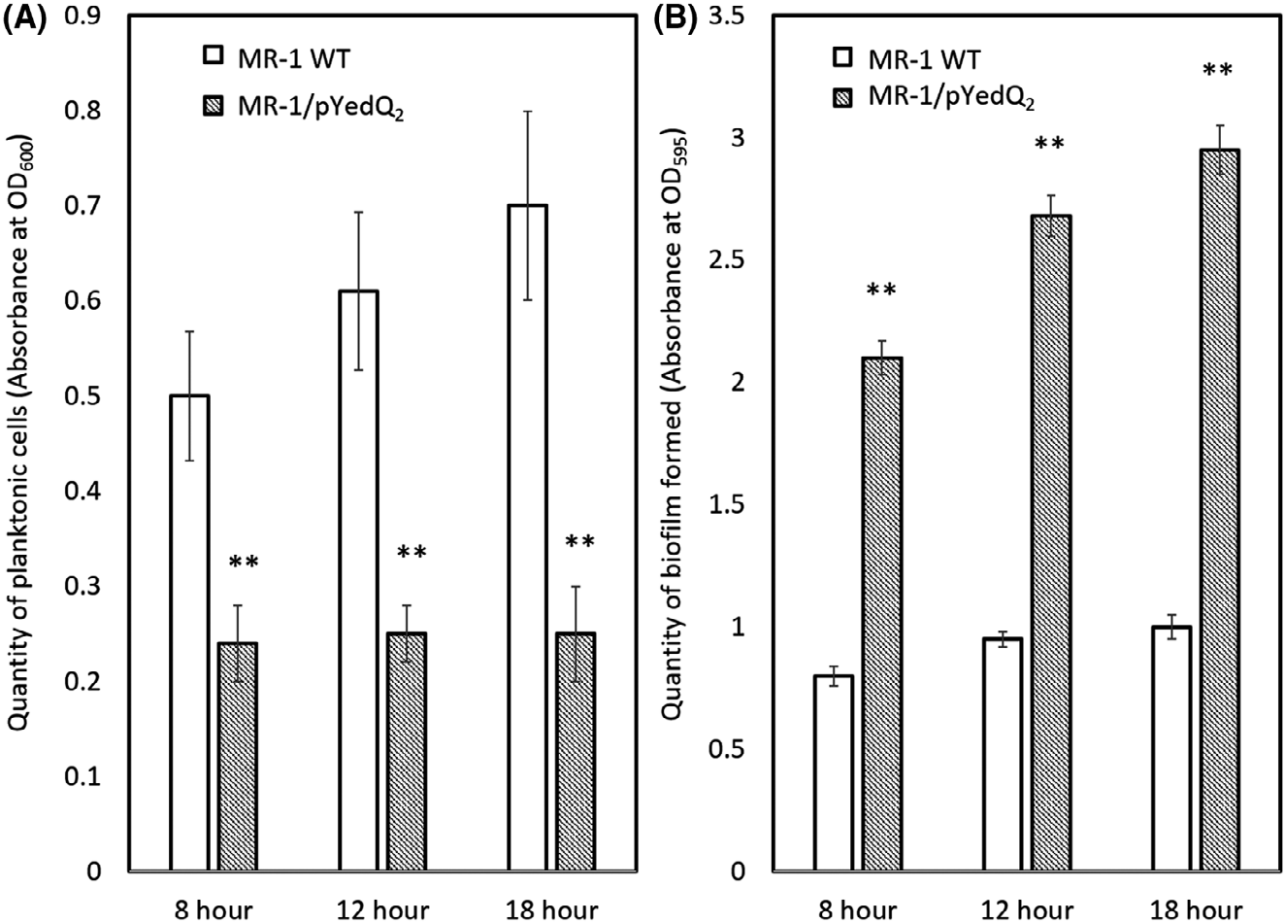
Bar chart of (A) planktonic cells quantity and (B) biofilm formation assay at 8, 12 and 18 h of growth of *S. oneidensis* MR‐1 WT and MR‐1/pYedQ_2_ in 96‐well plate measured using absorbance at OD600 and OD595 respectively. Data are presented as means with standard deviation, where ** indicates statistical significance (*t*‐test, *P*‐value < 0.005, *n* = 40).

### Transcriptomic analysis of *S. oneidensis* MR‐1 WT vs high c‐di‐GMP strain MR‐1/pYedQ_2_

To elucidate the physiological differences between *S. oneidensis* MR‐1 WT and the MR‐1/pYedQ_2_ strain with high c‐di‐GMP, total RNA from the cells harvested at the mid‐log phase of respective cultures was extracted and sequenced. 

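Total RNA from WT and MR-1/pYedQ2 cultures was sequenced without an mRNA purification step, so the libraries hold rRNA as well as mRNA. The paper gives 3 biological replicates per strain, each with 3 analytical replicates, and 18 RNA samples in all, and the sample labels list 6 per strain. The deposited table of reads per gene holds 12 columns, which are 3 replicates per strain in 2 sequencing lanes each, named WT 1 to 3 and A, B and C for MR-1/pYedQ2. The column names carry the strain but do not match the replicate numbers of the labels. Lanes of the same replicate differed by no more than sampling noise, with a chi-square per degree of freedom from 0.954 to 1.011, so the lanes were summed into 3 replicates per strain. Outside structured RNAs, replicates A, B and C differed from each other by little more than sampling noise (1.10 to 1.15), and so did WT 2 and WT 3 (1.09), while WT 1 stood further from both (2.38 and 2.61). The sources used here do not say which columns share a culture, so the p-values measure the spread between these columns.
The reads assigned to genes were 1575541, 1551654 and 1777678 in WT 1 to 3, and 1402220, 1568226 and 1414586 in A, B and C. After rRNA and other structured RNAs, 339275 to 423702 reads per WT replicate and 240858 to 245210 per MR-1/pYedQ2 replicate were left for the other genes. The median other gene had 22, 31 and 36 reads in the WT replicates and 16, 16 and 15 in A, B and C. The authors mapped the reads to the published MR-1 genome and counted them per gene in CLC Genomics Workbench, and the deposited counts hold uniquely mapped reads only. From these counts, fold changes and p-values were computed here with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, with Benjamini-Hochberg adjustment over the 3378 genes that passed the filter. Expression is given as CPM after TMM normalization, with the SD over 3 replicates.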

A total of 4588 genes were transcribed and among them, 446 were significantly different in respect to expression (i.e. Log2 ratio > 1 and < −1) at the transcript level in the MR‐1/pYedQ_2_ strain as compared to the WT (*P*‐value < 0.00001; Fig. S1). 

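Most measured heat shock, heme biosynthesis and hydrogenase genes and most genes of the BpfA adhesin operon were higher in MR-1/pYedQ2 than in the WT, while most measured genes of the flagellum and of iron and heme uptake were lower. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1016 genes were higher and 1081 were lower in MR-1/pYedQ2, and with scaling by total reads alone 542 were higher and 1784 lower. The replicates of the strains did not overlap for 2217 genes, or 65.6% of those tested, where chance gives 10% if all replicates are independent cultures. Which columns share a culture is not known, so that rate may not hold here. All 12 measured heat shock genes, which encode chaperones and proteases acting on misfolded proteins, were higher (12 when adjusted over the list alone). Of these, htpG (SO2016, chaperone Hsp90; chromosome, 2114427 to 2116340) had 57.1 ± 4.99 CPM (SD, n = 3) in the WT and 754 ± 41.4 CPM (SD, n = 3) in MR-1/pYedQ2, and the small heat shock gene ibpA (SO2277) had a log2 fold change of 4.04. The heat shock list stood apart from other genes in the set test camera with a preset correlation (adjusted p = 5.41e-18), but not at adjusted p = 0.0832 with an estimated correlation. Of 17 heme biosynthesis genes, 13 were higher, 0 were lower and 4 did not pass (13 higher when adjusted over the list alone; 11 higher and 2 lower with scaling by total reads), with hemN (SO4730), a coproporphyrinogen dehydrogenase, at a log2 fold change of 4.24 and hemE (SO0435) at 2.90. For this list camera gave adjusted p = 3.45e-09, and adjusted p = 0.0825 with an estimated correlation.
Hydrogenase genes were higher for 12 of 14 measured members and lower for 0 (12 when adjusted over the list alone), among them hyaB (SO2098) at a log2 fold change of 3.03 and hydA (SO3920) at 2.37. Camera gave the hydrogenases adjusted p = 6.19e-05, and adjusted p = 0.16 with an estimated correlation. Anaerobic terminal reductase genes were higher for 13 of 23 members and lower for 4 (13 and 4 when adjusted over the list alone, and 11 and 5 with scaling by total reads). Their median log2 fold change was 1.22, and 0.63 with scaling by total reads. In limma on log2 RPKM with 1 and 0.1 added, which measured 31 genes of the list, the median was -0.15 and -0.05. The DMSO reductase gene dmsA (SO1429) rose by a log2 fold change of 3.77 in edgeR. The list had adjusted p = 0.000325 from camera, and adjusted p = 0.241 with an estimated correlation. In the operon of the biofilm adhesin BpfA, 6 of 7 genes were higher, 0 were lower and 1 did not pass (6 when adjusted over the list alone; 6 higher and 1 lower with scaling by total reads), and bpfA itself (SO4317; chromosome, 4495162 to 4503468) had 799 ± 107 CPM (SD, n = 3) in the WT and 1710 ± 56.1 CPM (SD, n = 3) in MR-1/pYedQ2, a log2 fold change of 1.10 (standard error 0.12, adjusted p = 3.09e-12 from edgeR's quasi-likelihood test), which was 0.54 with scaling by total reads. Camera gave the operon adjusted p = 0.000385, and adjusted p = 0.0905 with an estimated correlation. Type II secretion genes were higher for 12 of 14 (12 when adjusted over the list alone) and for 6 with scaling by total reads, with gspG (SO0169) at a log2 fold change of 2.28; camera gave adjusted p = 0.0196, and adjusted p = 0.217 with an estimated correlation, and the list did not pass with lanes kept apart (0.0851).

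**Figure D1:**
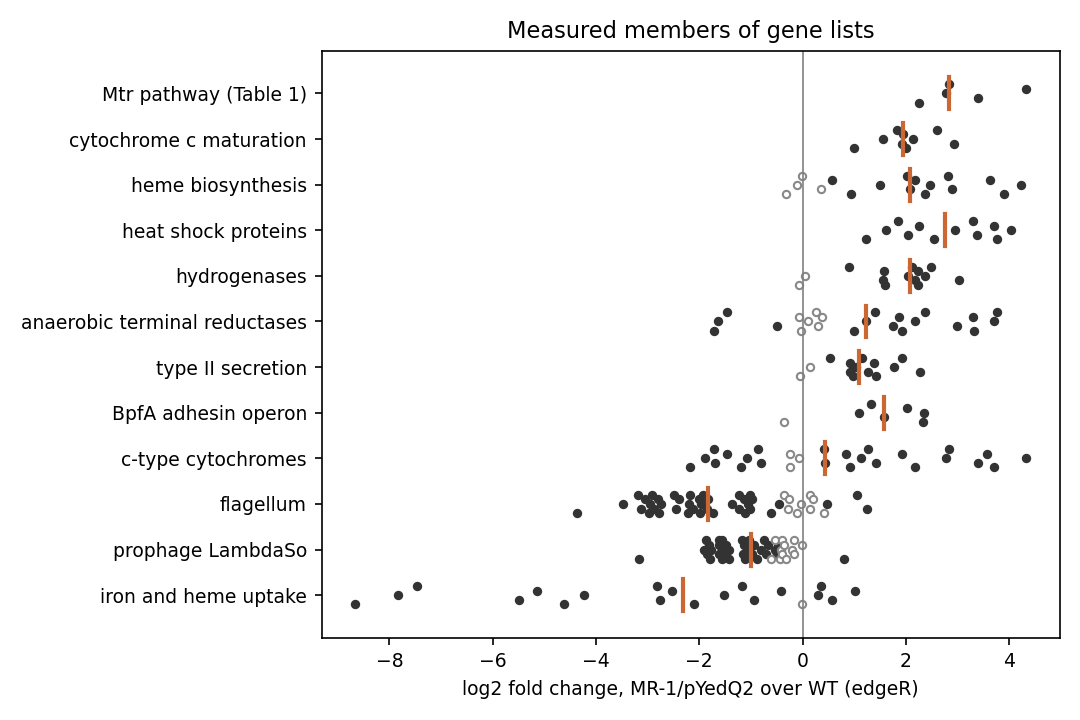
Log2 fold change (x axis, MR-1/pYedQ2 over WT, 3 replicates each) of each measured gene in 12 gene lists (y axis); filled points passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, open points did not, and the vertical bars mark each list's median. The heat shock median lies at 2.75 and that of iron and heme uptake at -2.32, while the median of the c-type cytochromes lies at 0.43 and falls to -0.14 with scaling by total reads and to -0.64 and -0.68 in limma on log2 RPKM with 1 and 0.1 added, over 43 genes. The median of all tested genes moves as well, from -0.08 to -0.66 with scaling by total reads and to -0.70 and -0.75 in limma.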

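Most measured genes of the flagellum, of heme and iron uptake and of the prophage LambdaSo were lower in MR-1/pYedQ2. Of 49 measured flagellar genes, 37 were lower, 3 were higher and 9 did not pass (37 lower and 3 higher when adjusted over the list alone). Among them flaG (SO3236; chromosome, 3375271 to 3375657) had 388 ± 57.4 CPM (SD, n = 3) in the WT and 34.5 ± 12.4 CPM (SD, n = 3) in MR-1/pYedQ2, and fliE (SO3229), of the basal body, had a log2 fold change of -3.19. The 3 higher members, named after their values were seen, were fliUV at a log2 fold change of 1.05 and the motor genes motA at 0.47 and motB at 1.25; with scaling by total reads 1 member was higher and 43 were lower. The flagellar list had adjusted p = 3.6e-12 from camera, and adjusted p = 0.0982 with an estimated correlation. Of 20 iron and heme uptake genes, 15 were lower and 4 were higher (15 and 4 when adjusted over the list alone), and 0 were higher with scaling by total reads. The heme uptake gene hmuA (SO3669) fell from 894 ± 100.1 CPM (SD, n = 3) to 5.01 ± 0.84 CPM (SD, n = 3), a log2 fold change of -7.46 (standard error 0.20, adjusted p = 9.89e-38 from edgeR's quasi-likelihood test). Its neighbour hmuZ (SO3667) had a log2 fold change of -7.82, and hmuX (SO3668) had 257, 256 and 356 reads in WT 1 to 3 and 0, 1 and 0 in A, B and C. Camera gave the uptake list adjusted p = 7.8e-08, and adjusted p = 0.12 with an estimated correlation. The putrebactin siderophore gene pubC (SO3032) was also among the 10 largest falls, at a log2 fold change of -7.61. Of 46 measured LambdaSo genes, 33 were lower and 1 was higher (34 and 1 when adjusted over the list alone; 42 and 0 with scaling by total reads), with cro (SO2989) at a log2 fold change of -3.17; camera gave adjusted p = 0.00237, and adjusted p = 0.0905 with an estimated correlation.
The 10 largest rises were all genes of the megaplasmid with 0 WT reads. SO_A0100 (megaplasmid, 79656 to 81470) was at least 319-fold higher in MR-1/pYedQ2, where it had 159 ± 6.91 CPM (SD, n = 3), against a floor of 3 reads over the WT replicates, and the antitoxin gene higA was at least 316-fold higher. Of 72 measured megaplasmid genes, 41 were higher and 16 lower (41 and 16 when adjusted over the list alone; 38 and 23 with scaling by total reads). Their median log2 fold change was 1.26, also with the genes at 0 WT reads at their bounds, but it was 0.68 with scaling by total reads, 2.04 with rRNA and tRNA left out (76 genes), and 2.50 and 4.71 in limma on log2 RPKM with 1 and 0.1 added (106 genes). From SOA0093 (start at 72253) round the origin to SOA0026 (end at 21067), the 60 genes with at least 3 reads over both strains together had 5 WT reads and 8647 MR-1/pYedQ2 reads. The other 53 such genes, from SOA0030 (22368) to SOA0089 (72206), had 16896 WT reads and 11254 MR-1/pYedQ2 reads. The 60 genes were set as the longest run with under 3 WT reads each, so their low WT share follows from that choice. The megaplasmid list had adjusted p = 3.39e-10 from camera, and adjusted p = 0.167 with an estimated correlation; its direction turned with at least 50 reads required in each replicate (0.929), which removes the genes at 0 WT reads. The floors cover counting error only.

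**Figure D2:**
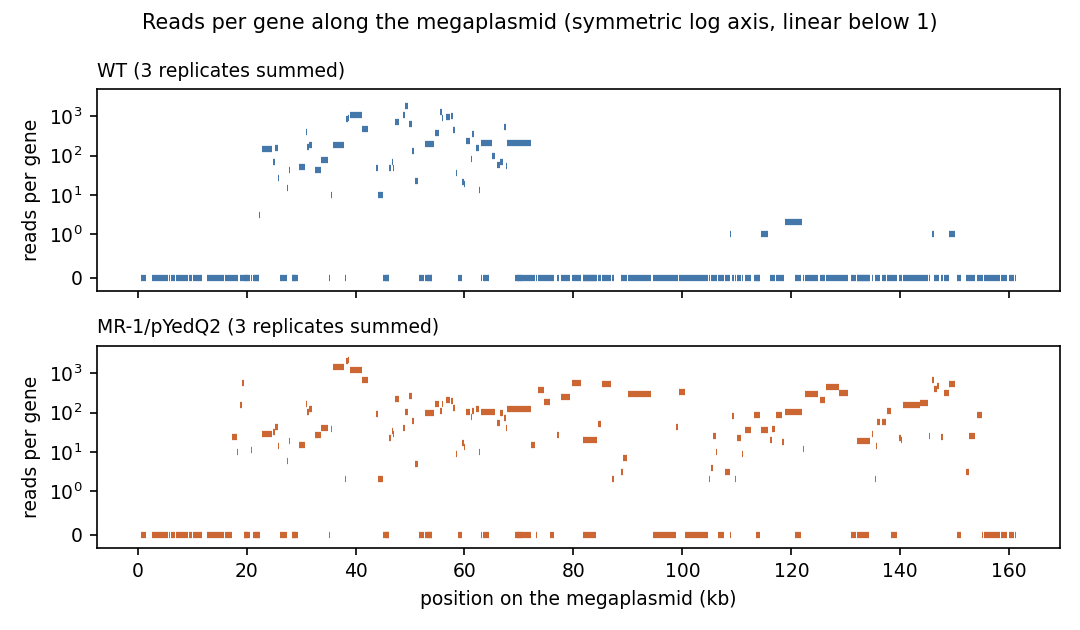
Reads per gene (y axis, symmetric log scale, 3 replicates summed) along the megaplasmid (x axis, kb) in the WT (upper panel) and in MR-1/pYedQ2 (lower panel); each bar spans a gene. Among genes with at least 3 reads over both strains, WT reads lie between 22368 and 72206 bp apart from 5 reads, and MR-1/pYedQ2 reads extend over a further 60 genes.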

Among the up‐regulated genes in the high c‐di‐GMP strain MR‐1/pYedQ_2_, the genes encoding the five primary protein components of the Mtr pathway responsible for EET had significantly greater expression at the transcript level as compared with the WT (Table 1).

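All 5 Mtr pathway genes were higher in MR-1/pYedQ2 than in the WT, most of all the outer membrane decaheme cytochrome gene omcA. The omcA gene (SO1779; chromosome, 1861693 to 1863900) had 79.5 ± 6.86 CPM (SD, n = 3) in the WT and 1593 ± 61.4 CPM (SD, n = 3) in MR-1/pYedQ2, a log2 fold change of 4.33 (standard error 0.13, adjusted p = 2.44e-35 from edgeR's quasi-likelihood test). Its neighbour mtrC (SO1778; 1859348 to 1861363), for the other surface decaheme cytochrome, had 81.5 ± 7.25 and 857 ± 52.6 CPM (SD, n = 3 each), a log2 fold change of 3.39 (standard error 0.13, adjusted p = 1.24e-31 from the same edgeR test). The gene of the periplasmic decaheme cytochrome, mtrA (SO1777; 1858278 to 1859279), had 46.1 ± 7.80 and 328 ± 10.7 CPM (SD, n = 3 each), a log2 fold change of 2.84 (standard error 0.13, adjusted p = 1.88e-27 in edgeR). For cymA (SO4591; 4785370 to 4785933), which encodes the inner membrane tetraheme cytochrome that passes electrons to the pathway, the levels were 72.6 ± 9.94 and 495 ± 19.2 CPM (SD, n = 3 each), a log2 fold change of 2.78 (standard error 0.12, adjusted p = 6.1e-28 in edgeR). The porin gene mtrB (SO1776; 1856172 to 1858265) had 145 ± 24.0 and 689 ± 33.9 CPM (SD, n = 3 each), a log2 fold change of 2.26 (standard error 0.12, adjusted p = 2.98e-24 in edgeR). Each replicate of MR-1/pYedQ2 lay above each WT replicate for each of the 5 genes (exact permutation test on both sides, p = 0.1, the smallest that 3 replicates against 3 allow). The list of 5 was taken from Table 1, so neither its count (5 also when adjusted over the list alone) nor its set test is independent evidence of a direction. Camera gave these genes adjusted p = 5.52e-14, and adjusted p = 0.0832 with an estimated correlation. From the greater transcript levels in Table 1, the paper goes on to ask whether the amount of functional Mtr proteins and electron transfer also differ, because it holds that transcript levels do not accurately predict protein levels.

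**Figure D3:**
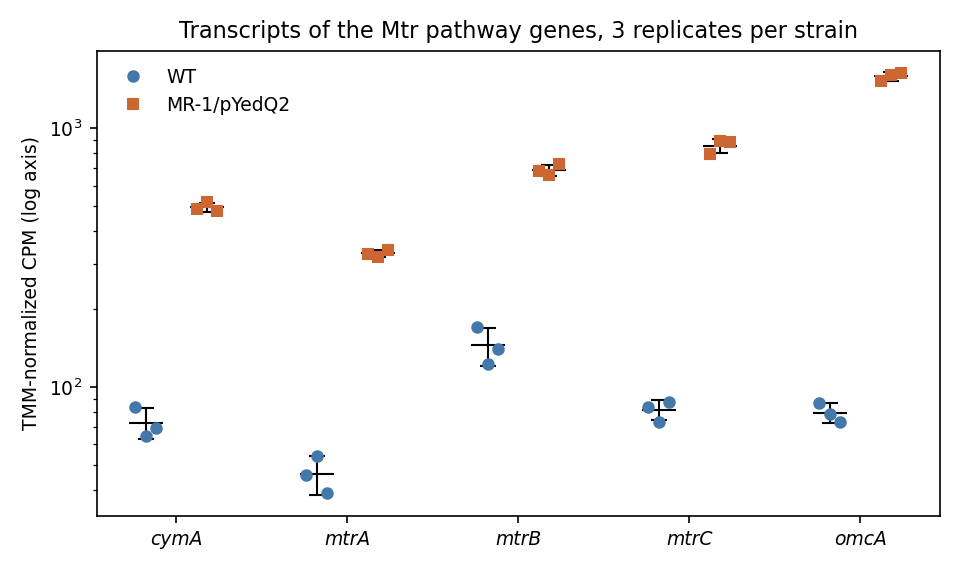
CPM after TMM normalization (y axis, log scale) of the 5 Mtr pathway genes (x axis) in 3 WT replicates (circles) and 3 MR-1/pYedQ2 replicates (squares), with the mean and SD in black. For omcA the means are 79.5 CPM in the WT and 1593 CPM in MR-1/pYedQ2.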

**Table 1:** Transcriptomic data of RNA expression of EET protein components in *S. oneidensis* high c‐di‐GMP strain MR‐1/pYedQ_2_ as compared to WT.

Gene	Locus tag	Gene description	Normalized *P*‐value	Log2 ratio
*omcA*	SO1779	Extracelllular iron oxide respiratory system surface decaheme c‐type cytochrome component OmcA	2.244 × 10^−12^	3.728
*mtrC*	SO1778	Extracellular iron oxide respiratory system surface decaheme c‐type cytochrome component MtrC	6.693 × 10^−10^	2.796
*mtrA*	SO1777	Extracelllular iron oxide respiratory system periplasmic decaheme c‐type cytochrome component MtrA	3.203 × 10^−10^	2.241
*cymA*	SO4591	Membrane anchored tetraheme c‐type cytochrome CymA	1.165 × 10^−08^	2.202
*mtrB*	SO1776	Extracellular iron oxide respiratory system outer membrane component MtrB	1.489 × 10^−09^	1.684

The Mtr pathway consists of 5 primary components, namely the porin protein MtrB, and the *c*‐type cytochromes CymA, MtrA, MtrC and OmcA (Shi *et al*., 2007). It is one of the most well‐studied EET chain modules and is essential in cellular respiration using extracellular insoluble minerals, for example hematite, as terminal electron acceptors (Ng et al., 2013a, 2013b,2013a, 2013b). The Mtr pathway plays a significant role in bioremediation, converting environmental contaminants to their more insoluble and less harmful forms. Examples include the reduction of Cr(VI) _(aq)_ to Cr(III) _(s)_, U(VI) _(aq)_ to U(IV) _(s)_, Tc(VII)O_4_^‐^_(aq)_ to Tc(IV)O_2(s)_ and Ag^+^_(aq)_ to Ag(0) _(s)_ (Lovley *et al*., 1991; Marshall *et al*., 2008; Belchik *et al*., 2011; Ng et al., 2013a, 2013b,2013a, 2013b). The Mtr pathway, which confers *S. oneidensis* the ability to perform EET, also plays an important role in bioelectricity generation in microbial fuel cells (Harris *et al*., 2012; Okamoto *et al*., 2012).

As post‐transcriptional regulatory processes in cells are highly prevalent, steady‐state transcript abundances cannot be used to accurately predict protein abundances (Vogel and Marcotte, 2012). With the significant increase in RNA expression related to Mtr‐pathway, we are interested to know whether there are actual phenotypic difference between cells of MR‐1 WT and MR‐1/pYedQ_2_, for example in the amount of functional Mtrpathway proteins and their effectiveness in EET. Fe(III) reduction was undertaken using resting cells assay, which revealed that cells of high c‐di‐GMP strain MR‐1/pYedQ_2_ were able to reduce Fe(III) close to two times faster (21.58 vs 11.88 pM of Fe(III)/h cell) than the WT (Fig. S3). The increase in the Fe reduction rate was most likely caused by the increase in the amount of proteins involved in the EET pathways, but the possibility of an increased in EET efficiency of the proteins can not be ruled out.

To further verify this observation, we performed western blot analysis to determine the relative amount of MtrC and OmcA proteins in WT and high c‐di‐GMP strain, using MR‐1 mutant strains lacking gene encoding the protein MtrC or OmcA, that is *∆mtrC* and *∆omcA*, as negative controls. A higher amount of outer membrane *c*‐type cytochrome MtrC and OmcA in the high c‐di‐GMP strain MR‐1/pYedQ_2_ was detected compared with WT (Fig. 3). Interestingly, there seemed to be a homeostatic compensation effect where there was an increased expression of OmcA in the Δ*mtrC* mutant and MtrC in the Δ*omcA* mutant as compared to the WT.

**Fig. 3:**
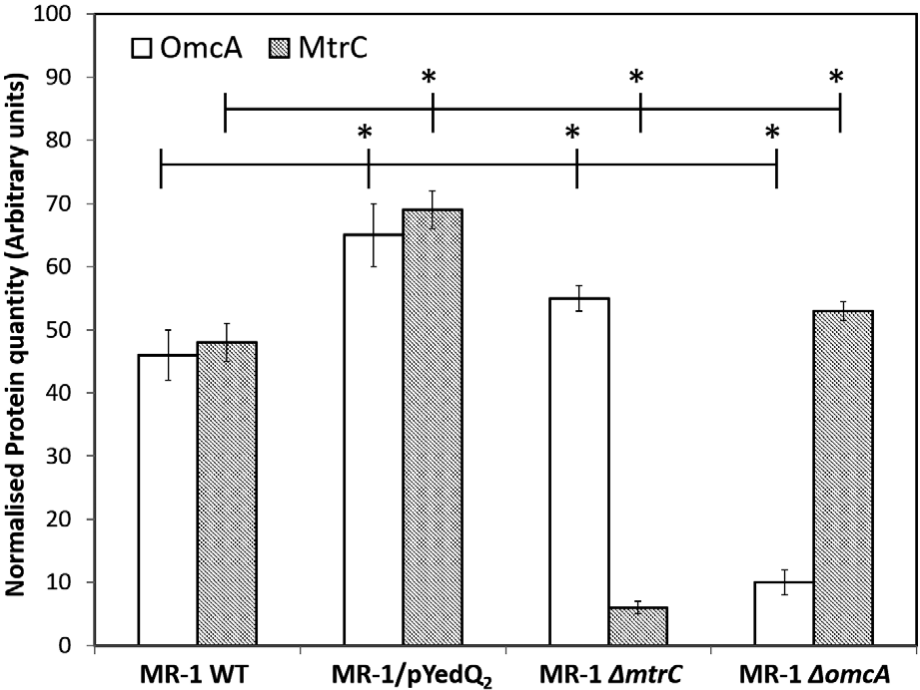
Western blot quantification of outer‐membrane c‐type cytochrome MtrC and OmcA in *S. oneidensis* MR‐1 WT and high c‐di‐GMP strain MR‐1/pYedQ_2_, with mutant lacking MtrC (e.g. Δ*mtrC*) and OmcA (e.g. Δ*omcA*) as negative control. Numerical quantification is derived from proportion of dark pixels to light pixels calculated using ImageJ. Data is presented as means with standard deviation, where * indicates statistical significance (*t*‐test, *P*‐value < 0.05, *n* = 3).

Our results suggest that there was an increase in MtrC and OmcA in MR‐1/pYedQ_2_ as compared to WT cells. These results are in agreement with a previous study where it was found that elevated intracellular c‐di‐GMP promotes bioelectricity generation in microbial fuel cells (Liu *et al*., 2015). While the previous study attributed the increase in bioelectricity generation to thicker biofilm formation (i.e. more cells) on the electrode contributing to higher electron transfer, it is apparent from our study that cells with elevated c‐di‐GMP have, on average, a higher amount of *c*‐type cytochromes per cells, making the cells ‘more conductive’ as compared to cells with lower c‐di‐GMP (i.e. MR‐1 WT).

While we have shown that an elevated intracellular concentration of c‐di‐GMP can influence the production of cytochrome MtrC and OmcA in MR‐1, little is known about the expression of cytochromes at the single‐cell level and its nature of distribution across the cell population.

### Semi‐quantitative analysis of c‐type cytochromes using SCRM

Single‐cell Raman microspectroscopy (SCRM) is a vibrational microspectroscopy which can be used to study single bacterial cells by measuring molecular vibrational modes of all biomolecules in a cell. Single‐cell Raman spectra (SCRS) obtained from SCRM can be regarded as label‐free biochemical fingerprints of single cells which reveal phenotypic and intrinsic information of individual cells (Huang *et al*., 2004). To further understand the influence of c‐di‐GMP regulation on cytochrome expression in *S. oneidensis*, we obtained SCRS of MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and double cytochrome deletion mutant Δ*mtrC*Δ*omcA,* and semi‐quantitatively compare the level of cytochromes. In each case, 100 SCRS were used for the analysis.

The *c*‐type cytochrome signature bands at 749 (pyrrole breathing mode), 1128 (ν(CN) stretching vibrations), 1312 (δ(CH) deformations) and 1584 cm^−1^ (ν(CC) skeletal stretches) were observed in cells of MR‐1 WT, MR‐1/pYedQ_2_ and MR‐1 Δ*mtrC*Δ*omcA* (Fig. 4). These four Raman bands at 749, 1128, 1312, and 1584 cm^−1^ are typical *c*‐type cytochrome spectra according to previous reports (Xu *et al*., 2017). By integrating the individual Raman bands of *c*‐type cytochrome, relative concentrations of intracellular *c*‐type cytochrome within the different cells were calculated. All four *c*‐type cytochrome bands were significantly greater in cells of MR‐1/pYedQ_2_ than those of WT (*P* < 0.005; Fig. 5). This is in good agreement with our previous results from the western blot, transcriptomic analysis and iron reduction experiment, showing that MR‐1/pYedQ_2_ cells contain higher amount of *c*‐type cytochromes.

**Fig. 4:**
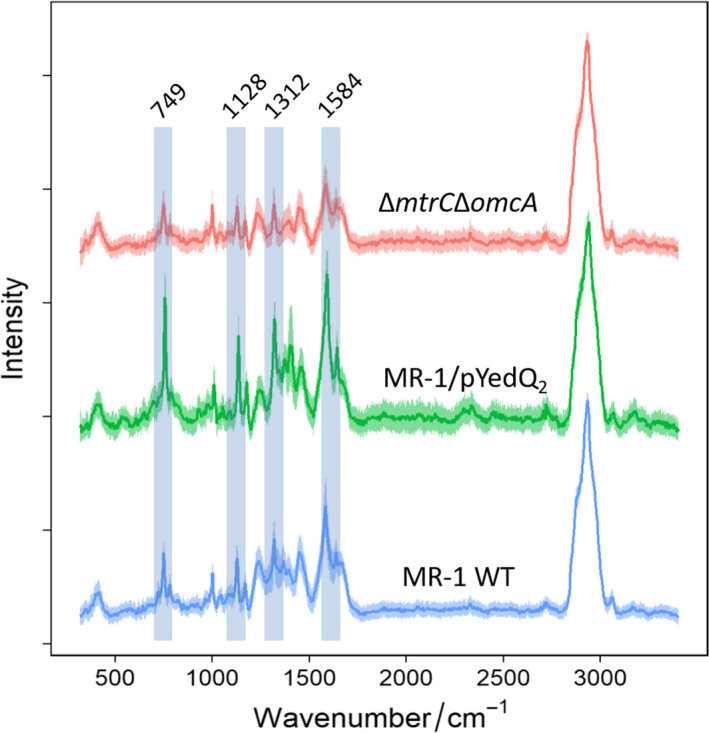
SCRS of *S. oneidensis* MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and double cytochrome deletion mutant Δ*mtrC*Δ*omcA*, containing Raman signature bands of c‐type cytochrome at 749, 1128, 1312 and 1584 cm^−1^.

**Fig. 5:**
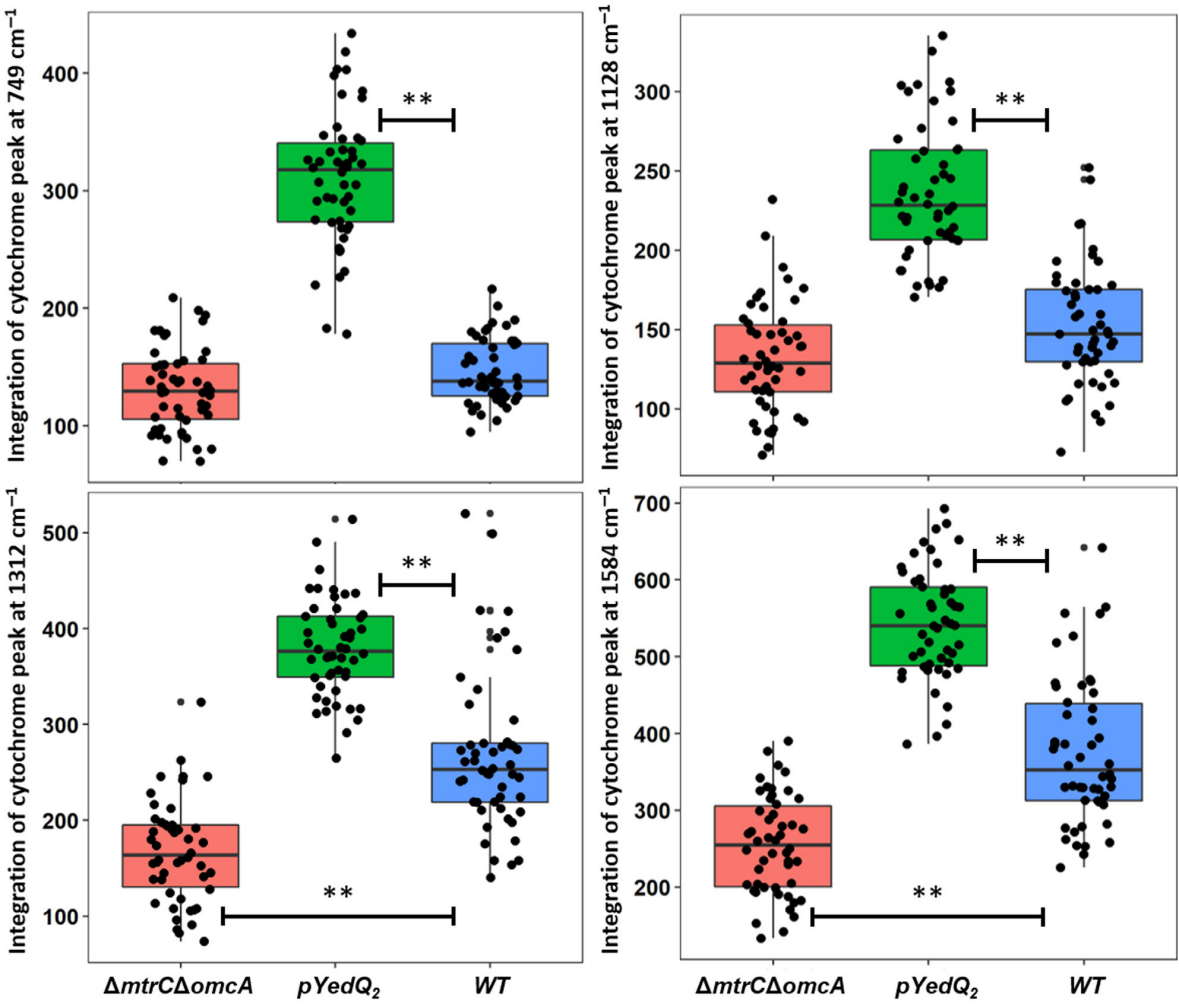
Box plots of single‐cell band integration show the statistical distributions of concentrations of intracellular *c*‐type cytochrome in MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and MR‐1 Δ*mtrC*Δ*omcA*, a mutant lacking both outer membrane MtrC and OmcA. The rectangle in the box plots represents the second and third quartiles with a line inside representing the median. The lower and upper quartiles are drawn as lines outside the box. ** indicates statistical significance (one‐way ANOVA, *P*‐value < 0.005, *n* = 100).

Interestingly, the cytochrome bands at 1312 cm^−1^ and 1584 cm^−1^ were lower in cells of Δ*mtrC*Δ*omcA* as compared to those of WT, while such differences were insignificant at 749 and 1128 cm^−1^ (Fig. 5). Although the cells of Δ*mtrC*Δ*omcA* lacked the outer membrane *c*‐type cytochrome MtrC and OmcA, it is not entirely obvious that the overall amount of cytochrome in Δ*mtrC*Δ*omcA* will be much lower than WT. There are many different *c*‐type cytochromes that have been identified in MR‐1, with previous report of 42 possible *c*‐type cytochrome genes in its genome (Meyer *et al*., 2004), suggesting that the removal of MtrC and OmcA may not significantly decrease the amount of total *c*‐type cytochromes in the cell. Moreover, homeostatic compensation mechanisms in cells of Δ*mtrC*Δ*omcA* may result in possible increase in expression of other *c*‐type cytochromes with overlapping functions, such as MtrF (Golitsch *et al*., 2013). Such homeostatic compensation was also observed in the western blot where cells of Δ*mtrC* had a slightly higher expression of OmcA and cells of Δ*omcA* had a slightly higher expression of MtrC, as compared to cells of WT. These might explain why only some of the signature *c*‐type cytochrome Raman bands were significantly lower in cell of Δ*mtrC*Δ*omcA* as compared to MR‐1 WT, which reflects the possible scenario where Δ*mtrC*Δ*omcA* had slightly lower total amount of *c*‐type cytochrome as compared to WT.

In this study, SCRM was used to discriminate the phenotypic changes of *S. oneidensis*, specifically by the amount of cytochromes in cells of MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and double cytochrome deletion strain Δ*mtrC*Δ*omcA*. As its name suggests, SCRM provides accurate chemical information at single‐cell level, allowing variation and dynamics of a specific phenotype in a population to be investigated. This is in contrast to bulk analysis which provides a mean or average measurement value with no information on the variation and deviation of individuals within the sampled population. The detection range of SCRS was from 400 to 3600 cm^−1^, covering most biomolecular vibrations of single cells. *c*‐type cytochromes will generate a resonance Raman effect as the heme group absorbs visible light around 530 nm when using an incident Raman laser at 532 nm. Thus, the resonance effect selectively enhances the signals of *c*‐type cytochromes as compared to other peaks in the spectrum (Pätzold et al., 2008). SCRM can be used to perform non‐destructive and semi‐quantitative analysis of biomolecules such as c‐type cytochrome on live cells at single‐cell spatial resolution. However, for accurate quantification, other chemical analysis tools, such as proteomics are needed, although it is difficult to measure at the single‐cell level.

Besides quantification of some known features in the spectrum (the cytochromes in this case), dimension‐reducing techniques are often desired to resolve the complex Raman dataset as a result of more than 1,500 Raman bands present in one spectrum. Here, unsupervised principal component analysis (PCA) was applied to reduce the high‐dimensional Raman dataset and reveal key information responsible for single‐cell variances. PCA plot along the first two dimensions of the principal components clearly revealed three clusters of single cells of MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and MR‐1 Δ*mtrC*Δ*omcA*, respectively (Fig. 6A). It suggests that the three strains have distinctive phenotypic profiles. As the separation was most evident along dimension 1, the contributions of Raman wavenumbers along dimension 1 (Fig. 6B) were plotted. The highest contributions were attributed to 749, 1128, 1312 and 1584 cm^−1^, which are consistent with the peak positions of *c*‐type cytochrome (Xu *et al*., 2017), suggesting the level of c‐type cytochrome in single cells are the major difference in these cell types. Interestingly, a peak (of unknown identity) at 1409 cm^−1^ also contributes significantly to the classification of the strains warranting further investigations. As the dimension 1 of the PCA explains 44.3% of the single‐cell variances (Fig. 6B), it suggests that the cytochromes accounted for the most significant differences within single cells, as well as among three strains.

**Fig. 6:**
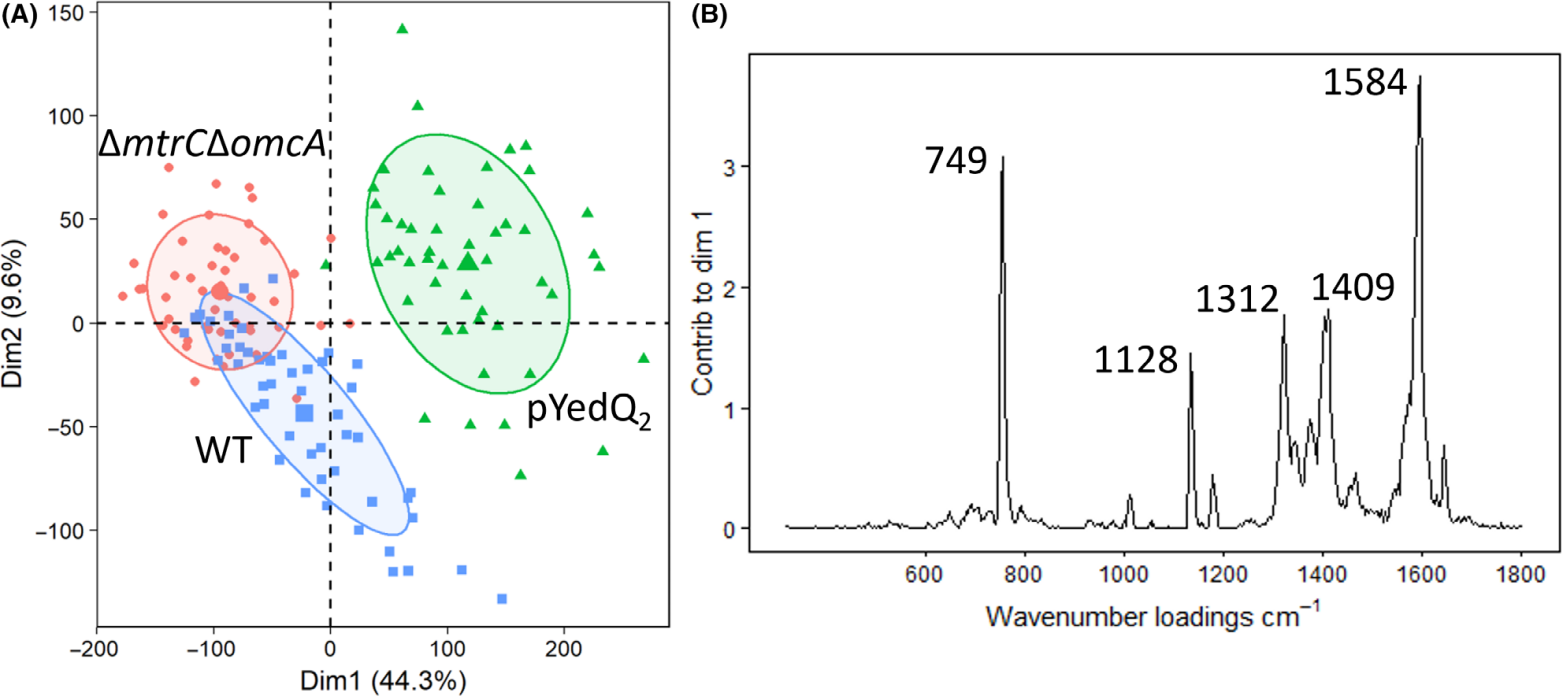
PCA analysis of SCRS of MR‐1 WT, high c‐di‐GMP strain MR‐1/pYedQ_2_ and Δ*mtrC*Δ*omcA*, a mutant lacking both outer membrane MtrC and OmcA, showing (A) a PCA plot along the first two dimensions of the principal components and (B) a loading plot of Raman wavenumbers along dimension 1 with the highest contribution by *c*‐type cytochrome signature bands.

## Conclusion

Employing metal reduction assay, transcriptomic analysis, western blotting and single‐cell Raman spectroscopy, we showed that an elevated intracellular c‐di‐GMP concentration increased the expression of c‐type cytochromes in *S. oneidensis* MR‐1. 

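Of 27 measured c-type cytochrome genes, 15 were higher and 9 were lower in MR-1/pYedQ2 than in the WT at an adjusted p under 0.05 in edgeR's quasi-likelihood test (15 and 9 when adjusted over the list alone), and 12 were higher and 12 lower with scaling by total reads. The higher ones include cymA, mtrA, mtrC and omcA, which the study chose for Table 1. These counts weigh each gene's transcripts alike and do not measure the amount of cytochrome protein, which the paper assessed by western blot and Raman bands. Outside the genes of Table 1, the periplasmic cytochrome gene dmsE (SO1427) of the DMSO reductase system and the cytochrome c peroxidase gene ccpA (SO2178) rose most. The ccpA gene had 15.9 ± 2.00 CPM (SD, n = 3) in the WT and 191 ± 13.4 CPM (SD, n = 3) in MR-1/pYedQ2, a log2 fold change of 3.57 (standard error 0.15, adjusted p = 4.13e-29 from edgeR's quasi-likelihood test), and dmsE had a log2 fold change of 3.70. Named after their values were seen, the fumarate reductase fccA (SO0970) rose by a log2 fold change of 2.17, the nitrite reductase nrfA (SO3980) by 1.92 and the small tetraheme cytochrome cctA (SO2727) by 1.12. Also named after their values were seen, SO_2930 had a log2 fold change of -2.17, the sulfite reductase gene sirA (SO0479) -1.72 and the cytochrome gene cytcB (SO4666) -0.81. The cytochrome c oxidase subunit gene coxB (SO4606), in the same list, was lower by a log2 fold change of -1.70. Camera gave the list adjusted p = 7.44e-05, and adjusted p = 0.0905 with an estimated correlation. Without the 4 genes of Table 1, a test set after the list's counts had been seen, 11 of 23 members were higher and 9 lower, and the list did not pass in camera (p = 0.0703, and p = 0.116 with an estimated correlation). With at least 50 reads required in all 6 replicates, 9 of 12 measured members were higher and 2 lower, with the 4 genes of Table 1 among those higher. The median log2 fold change of all tested genes was -0.08 with TMM and -0.66 with scaling by total reads. It was -0.70 and -0.75 in limma on log2 RPKM with 1 and 0.1 added. In limma on log2 RPKM, 43 members were measured, of which 12 were higher and 17 lower with 1 added, and 12 higher and 16 lower with 0.1 added. There the list did not pass in camera (adjusted p = 0.102 and 0.0994), while the other alternatives gave 2.77e-07 to 0.0151.
All 9 genes of cytochrome c maturation, the system that attaches heme to these proteins, were higher (9 when adjusted over the list alone), and 8 were higher with scaling by total reads. The heme exporter gene ccmA (SO0263; chromosome, 262669 to 263319) had 17.6 ± 6.50 CPM (SD, n = 3) in the WT and 136 ± 16.4 CPM (SD, n = 3) in MR-1/pYedQ2, a log2 fold change of 2.94 (standard error 0.16, adjusted p = 2.66e-23 from edgeR's quasi-likelihood test). Camera gave the maturation genes adjusted p = 2.82e-06, and adjusted p = 0.12 with an estimated correlation. In the mtrDEF cluster beside the Mtr genes, which encodes a second set of outer membrane components, mtrE (SO1781) was lower by a log2 fold change of -1.28 (standard error 0.29, adjusted p = 0.000114 in edgeR; 1 lower also when adjusted over the list alone). The paralog mtrF (SO1780) had 11.4 ± 2.94 CPM (SD, n = 3) in the WT and 9.74 ± 1.29 CPM (SD, n = 3) in MR-1/pYedQ2, a log2 fold change of -0.25 (standard error 0.33, adjusted p = 0.518 in edgeR), which with scaling by total reads was -0.83 and passed (adjusted p = 0.0419), and mtrD had too few reads for the test.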

The results demonstrated for the first time that c‐di‐GMP regulation system indirectly or directly positively regulates the expression of cytochromes including those involved in the extracellular electron transport such as CymA, MtrA, MtrC and OmcA of the Mtr pathway. This result provides molecular insight into a new mechanism underpinning the extracellular electron transfer in bulk biofilms and opens new opportunities in exploiting the functionality of biofilms critical in industrial processes involving bioelectricity generation and other biological redox reactions.

## Experimental procedures

### Chemicals, bacterial strains and growth conditions

Chemicals used in this study are sourced from Sigma Aldrich (United Kingdom) without further modification unless otherwise stated. Bacterial strains and plasmids used in this study are described in Table 2. Stock cultures were maintained in Lysogeny Broth (LB) medium with 20% glycerol at −80°C. The bacterial cells were grown in LB medium or modified M1 medium under aerobic or anaerobic conditions. The modified M1 medium (Myers and Nealson, 1988) was used for all experiments and contained: 28 mM NH_4_Cl, 1.34 mM KCl, 4.4 mM Na_2_HPO_4_, 1.5 mM Na_2_SO_4_, 0.7 mM CaCl_2_, 1 mM MgCl_2_, 5 mM PIPES, a vitamin mixture (1 l of medium contains 0.02 mg Biotin, 0.02 mg folic acid, 0.1 mg pyridoxine HCl, 0.05 mg thiamine HCl, 0.05 mg riboflavin, 0.05 mg nicotinic acid, 0.05 mg dl‐pantothenic acid, 0.05 mg p‐aminobenzoic acid, 0.05 mg lipoic acid, 2 mg choline chloride, 0.01 mg vitamin B12) and trace elements (1 l of medium contains 10 mg FeCl_2_ 4H_2_O, 5 mg MnCl_2_ 4H_2_O, 3 mg CoCl_2_ 4H_2_O, 2 mg ZnCl_2_, 0.5 mg Na_2_MoO_4_ 4H_2_O, 0.2 mg H_3_BO_3_, 1 mg NiSO_4_ 6H_2_O, 0.02 mg CuCl_2_ 2H_2_O, 0.06 mg Na_2_SeO_3_ 5H_2_O, 0.08 mg Na_2_WO_4_ 2H_2_O). The medium was adjusted to a pH of 7.0 by addition of 1 M NaOH and 20 mM sodium lactate was used as an electron donor and the sole carbon source. For growth under anaerobic conditions, the medium containing 10 mM ferric nitrilotriacetate (Fe(III)‐NTA) as an electron acceptor was bubbled with nitrogen gas for 5 min to remove O_2_ from the headspace and the headspace in the culture was less than 3% of the total volume.

**Table 2:** Bacterial strains and plasmids used in this study.

Strains/Plasmid	Description	References
Strains		
*S. oneidensis* MR‐1		
Wild‐type (WT)	Manganese‐reducing strain; wild‐type	Myers and Nealson (1988)
MR‐1 *ΔmtrC*	Deletion derivative of SO1778 (*mtrC*) gene within MR‐1 WT	Marshall *et al*. (2006)
MR‐1 *ΔomcA*	Deletion derivative of SO1779 (*omcA*) gene within MR‐1 WT	Marshall *et al*. (2006)
MR‐1 *ΔmtrCΔomcA*	Deletion derivation of SO1779 (*omcA*) gene within MR‐1 Δ*mtrC*	Marshall *et al*. (2006)
MR‐1/pYedQ_2_	MR‐1 strain with elevated intracellular c‐di‐GMP level	This study
*E. coli*		
DH5α	Strain used for standard DNA manipulations	Zhang *et al*. (2014)
HB101/pRK600	Strain habouring pRK600 and used as helper cell for conjugation	Chen *et al*. (2015)
DH5α/pYedQ_2_	Strain habouring pYedQ_2_ and used as donor cell for conjugation	Chen *et al*. (2015)
Plasmid		
pYedQ_2_	Gm^r^; pBBR1MCS‐5 carrying the YedQ gene	Fazli *et al*. (2015)
pRK600	Cm^r^; oriColE1 RK2‐Mob^+^ RK2‐Tra^+^; helper vector for conjugation	Kessler *et al*. (1992)

### Construction of high c‐di‐GMP strain of *S. oneidensis*

The *yedQ* (NCBI Gene ID: ID: 7149712, previously known as *yhcK*) gene from *Escherichia coli* IAI39 was cloned from the pYedQ plasmid (Ausmees *et al*., 2001; Chen *et al*., 2015) into the *HindIII/BamHI* side of pBBR1MCS‐5 plasmid vector to make the pYedQ_2_ plasmid (Fazli *et al*., 2015). *E. coli* DH5α was transformed with the pYedQ_2_ plasmid via heat shock (Hanahan *et al*., 1991). The *S. oneidensis* strain with an elevated c‐di‐GMP level (i.e. MR‐1/pYedQ_2_) was constructed via plate mating (i.e. tri‐parental conjugation) using the following strains at mid‐logarithmic growth stage: *S. oneidensis* MR‐1 (recipient), *E. coli* HB101/pRK600 (helper) and *E. coli* DH5α/pYedQ_2_ (donor). Further experimental details on plate‐mating can be found in Supplementary Information (Text S1). Agarose gel electrophoresis using Mini‐Sub^®^ Cell GT Cell (Bio‐Rad, Hercules, CA, USA) was run with the plasmid extracted from the selected mutant as a confirmation that the selected mutant indeed contains the pYedQ_2_ plasmid. All swim plate experiments were done in 0.3% LB agar plates at 30°C for 24 h with five replicates for each sample (Fig. S1). CFU counts using LB agar plates with and without 50 µg ml^−1^ gentamicin of MR‐1/pYedQ_2_ culture grown for 12, 24 and 48 h showed insignificant differences (*t*‐test *P*‐value < 0.05, *n* = 3). No growth was observed for MR‐1 WT on LB agar plates with 50 µg ml^−1^ gentamicin at 12, 24 and 48 h.

### Cell growth and static biofilm assay

Cultures of *S. oneidensis* MR‐1 WT and MR‐1/pYedQ_2_ at mid‐logarithmic growth stage were inoculated into 96‐well plates containing 200 μl of LB medium in each well. Forty replicates of MR‐1 WT, MR‐1/pYedQ_2_ and 16 replicates of abiotic control were setup in each of the 96‐well plates. To measure planktonic cell growth, the plates were left to incubate in Infinite^®^ 200 PRO plate reader (Tecan, Switzerland) at 30°C with periodic shaking, and OD_600_ readings were taken every 10 min over 20 h. To measure the biofilm growth, the cultures were allowed to grow for 8, 12 and 18 h in 96 well‐plates, respectively, before the static biofilm assay was done in accordance to the microtiter plate biofilm assay protocol (Merritt *et al*., 2005) using optical density measurements at wavelength of 595 nm (OD_595_). Briefly, each well was drained to remove planktonic cells and the remaining adherent biomass, i.e., biofilms, were washed with 0.9% NaCl solution and stained with 1% Crystal Violet solution. The stained biofilm samples were washed with 0.9% NaCl to remove excess crystal violet and then dissolved in ethanol, where samples with thicker biofilm results in higher OD_595_ measurements. Colony‐forming unit (CFU) for both planktonic and biofilm cells of MR‐1 WT and MR‐1/pYedQ_2_ was counted to verify the OD results. Differences between mean CFU were determined by *t*‐test (*n* = 40, *P*‐value < 0.005).

### C‐di‐GMP extraction and quantification

C‐di‐GMP was extracted and quantified as previously described with modifications (Wu *et al*., 2015a, 2015b,2015a, 2015b; Hu *et al*., 2017). Cultures of *S. oneidensis* MR‐1 WT and MR‐1/pYedQ_2_ were grown to mid‐logarithmic stage, when an aliquot of 2 ml was taken from each culture and centrifuged at 10 000 *g* for 3 min. The supernatant was discarded, and the cell pellets were washed with and resuspended in 2 ml of 1 mM ice‐cold ammonium acetate. The respective cell suspensions were passed through a 20‐gauge needle five times to increase cell separation and improve effectiveness of washing. After centrifugation, the cell pellets were suspended in 2 pellet volume of ice‐cold solution comprising of acetonitrile, methanol and water at 2:2:1 ratio. The resultant cell suspensions were lysed using Q125‐220 125 watt Sonicator (QSonica, Connecticut, USA) with a 3.175 mm diameter probe at 500 J with 10s–10s sonication‐cooling time ultrasound regime for 5 min in an ice bath. The resultant lysates were centrifuged, and the supernatants were retained. The volume of the supernatants was reduced initially at 4°C and 5000 Pa by temperature‐controlled speedvac (Thermo Scientific, Singapore) to around 1 ml, while the remaining solutions were subjected to lyophilization (Labconco, Kansas City, MO, USA) at 500 Pa and −80°C. The lyophilized samples were then suspended in 100–200 μl of 1 mM ammonium acetate, sonicated for 10 min in ice bath and centrifuged for 5 min at 10 000 rpm. The supernatants containing c‐di‐GMP were transferred to glass inserts for analysis using liquid chromatography as previously described (Kuchma *et al*., 2010). Experiments were conducted in triplicates and *t*‐test used to determine differences between means (*P*‐value < 0.05).

### Iron reduction and quantification

Cultures of *S. oneidensis* MR‐1 WT and MR‐1/pYedQ_2_ were grown to mid‐logarthimic stage, when an aliquot of 10 ml was taken from each culture 10 000 *g* for 10 min, and the cell pellets were washed three times using 30 mM HEPES buffer. The cells were suspended in the HEPES buffer, and the final OD_600_ of 0.1 were achieved for all suspensions. The cell suspensions were placed in anaerobic glass tubes capped with butyl rubber, with three replicates of each for the WT and high c‐di‐GMP strain, and each setup was bubbled with N_2_ gas for 10 min. Sodium lactate and Fe‐NTA were subsequently added into the set‐up in an anaerobic chamber (Shel Lab, Cornelius, USA) to a final concentration of 20 mM and 10 mM, respectively. Iron was quantified using Ferrozine Assay as previously described (Riemer *et al*., 2004). Experiments were conducted in triplicates and t‐test used to determine differences between means (*P*‐value < 0.05).

### Western blotting

Western blotting was done as previously described (Shi et al., 2006, 2008). Cultures of *S. oneidensis* MR‐1 WT and high c‐di‐GMP strain MR‐1/pYedQ_2_ were grown in LB media (10 ml) till mid‐logarithmic growth stage in a temperature‐controlled shaking incubator (30°C, 200 r.p.m.). The cells were harvested and washed three‐times using 1 × PBS buffer. The cell pellet was suspended in 200 μl of SDS‐PAGE loading buffer, heated for 10 min at 70°C, cooled to room temperature, and incubated with 2 μl of DNase1 for 10–15 min at 37°C. Total protein concentration was tested and samples normalized to 1 μg μl^−1^. Samples containing 10 μg of protein were then directly subjected to NuPAGE (8% Tris‐Acetate gels) followed by dry protein transfer onto a nitrocellulose membrane using the iBlot system (InVitrogen, Carlsbad, CA, USA). The membranes were developed using Western blot protocol and antibodies previously described (Shi *et al*., 2008) [primary antibody: Rabbit *IgG* (H + L), dilution 1:3000; secondary antibody: anti‐rabbit horseradish peroxidase, dilution 1:16 000] targeting the protein MtrC and OmcA, and imaged using a Fuji LAS‐1000 system and Image reader for LAS‐1000 Pro (Fujifilm, Tokyo, Japan). Data analysis of the western blot gel image was done using ImageJ (Schneider *et al*., 2012). Experiments were conducted in triplicates and t‐test used to determine differences between means (*P*‐value < 0.05).

### RNA extraction and sequencing analysis

RNA extraction and sequencing analysis were conducted as previously described (Wu *et al*., 2015a, 2015b, 2016,2015a, 2015b, 2016) on mid‐logarithmic stage culture of MR‐1 WT and MR‐1/pYedQ_2_ using the RNeasy mini Kit (Qiagen, Hilden, Germany), RNase‐free DNase set (Qiagen) and Illumina HiSeq2500 (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Experimental details can be found in Supplementary Information (Text S2). A volcano plot (Fig. S1) was used to visualize the distribution and identify around ~ 10% of the total genes with large magnitude change that are also statistically significant, which resulted in the selection criteria of genes (446 out of 4588) with twofold (i.e. 1‐fold Log_2_‐scale) changes in expression and a *t*‐test *P*‐value ≤ 0.00001 to be considered significant in this study.

### Growth of biofilms

Biofilms of *S. oneidensis* MR‐1 WT and the high c‐di‐GMP strain MR‐1/pYedQ_2_ were grown in three‐channel flow cells (channel dimensions, 1 × 4 × 40 mm^3^) using 1/10th‐strength LB medium containing 10 mM lactate continuously supplied through a peristaltic pump at a flow rate of 10 ml h^−1^. The flow system was assembled and sterilized as described previously (Sternberg and Tolker‐Nielsen, 2006). Each flow cell channel was inoculated with 0.3 ml overnight culture (diluted to an OD_600_ of 0.1) using a syringe. After inoculation, the medium flow was stopped for 1 h to allow initial attachment followed by continuous media flow with a flow rate of 10 ml h^−1^. Biofilms samples were stained with LIVE/DEAD BacLight Bacterial Viability Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions and viewed using ZEISS LSM 900 with Airyscan 2 confocal laser‐scanning microscope (Carl Zeiss AG, Oberkochen, Germany).

### Single‐cell Raman Microspectroscopy (SCRM)

Single‐cell Raman spectra (SCRS) were obtained with modification as previously described (Song *et al*., 2017; Xu *et al*., 2017). Briefly, cells were harvested by centrifugation, resuspended in Milli‐Q ultrapure water (Sigma Aldrich, UK) and spread onto an aluminium‐coated slide. SCRS of the cells were acquired using an HR Evolution confocal Raman microscope (Horiba Jobin‐Yvon, UK) equipped with a 532 nm neodymium‐yttrium aluminium garnet laser. An objective with a magnification of 100×/NA0.8 was used to focus on single cells, and Raman scattering was detected by a charge‐coupled device (CCD) cooled at −70°C. The spectra were obtained in the range of 400 to 3600 cm^−1^ with a 300 grooves/mm diffraction grating. Acquisition time was 10 s per spectrum with 4.6 mW laser power and 1 μm^2^ laser spot size. For each sample, 100 single cells were measured and analysed.

### Data processing and multivariate analysis of SCRS

All spectra were pre‐processed by cosmic ray correction and polyline baseline fitting using LabSpec 6 (Horiba, United Kingdom). Spectra were normalized by vector normalization of the entire spectral region. Principal component analysis (PCA) was performed under an R environment. Relative concentrations of biomolecules within single‐cells were estimated by integrating individual Raman bands. Box plots showing the quantification distribution were plotted using R. The rectangle in the box plots represents the second and third quartiles with a line inside representing the median. The lower and upper quartiles are drawn as lines outside the box. One‐way ANOVA was used to determine differences between means (*n* = 100, *P*‐value < 0.005).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supporting information

**Text S1.** Construction of high c‐di‐GMP strain of *Shewanella oneidensis* MR‐1.
**Text S2.** RNA extraction and sequencing analysis.
**Fig. S1.** A volcano plot of the fold change in expression of genes (log_2_‐scale) versus their significance (*P*‐value in −log_10_‐scale). ~10% of the total genes (446 out of 4588) with more than 2‐fold change (i.e. 1‐fold log_2_‐scale) and *P*‐value less than 0.00001 is considered significant in this study and are demarcated by the red boxes in the plot.
**Fig. S2.** Representative image showing a) differences in swimming motility between S. oneidensis MR‐1 WT and MR‐1/pYedQ_2_, where a significant reduction in swimming motility (30%) of MR‐1/pYedQ_2_ was observed as compared to WT (*t*‐test *P*‐value < 0.05, *n* = 5, black (30%) of MR‐1/pYedQ_2_ was observed as compared to WT (*t*‐test *P*‐value < 0.05, *n* = 5, black compared to WT (white scale bar = 15mm).
**Fig. S3.** Rate of Fe(III) reduction by *S. oneidensis* MR‐1 WT and 2 high c‐di‐GMP strain MR‐1/pYedQ_2_. * indicates statistical significance (*t*‐test *P*‐value<0.05, *n* = 3).

# Supplementary material for: Elevated intracellular cyclic‐di‐GMP level in Shewanella oneidensis increases expression of c‐type cytochromes
**Source:** Microb Biotechnol. 2020 Jul 30;13(6):1904–16. doi: 10.1111/1751-7915.13636
**Supplement:** Supplementary file 1 — Text S1. Construction of high c‐di‐GMP strain of Shewanella oneidensis MR‐1. Text S2. RNA extraction and sequencing analysis. Fig. S1. A volcano plot of the fold change in expression of genes (log2‐scale) versus their significance (P‐value in −log10‐scale). ~10% of the total genes (446 out of 4588) with more than 2‐fold change (i.e. 1‐fold log2‐scale) and P‐value less than 0.00001 is considered significant in this study and are demarcated by the red boxes in the plot. Fig. S2. Representative image showing a) differences in swimming motility between S. oneidensis MR‐1 WT and MR‐1/pYedQ2, where a significant reduction in swimming motility (30%) of MR‐1/pYedQ2 was observed as compared to WT (t‐test P‐value < 0.05, n = 5, black (30%) of MR‐1/pYedQ2 was observed as compared to WT (t‐test P‐value < 0.05, n = 5, black compared to WT (white scale bar = 15mm). Fig. S3. Rate of Fe(III) reduction by S. oneidensis MR‐1 WT and 2 high c‐di‐GMP strain MR‐1/pYedQ2. * indicates statistical significance (t‐test P‐value<0.05, n = 3).

Supplementary Information

Elevated intracellular cyclic-di-GMP level in *Shewanella oneidensis* increases expression of c-type cytochromes

Chun Kiat Ng^{1,2}, Jiabao Xu¹, Zhao Cai², Liang Yang^{2,#}, Ian Thompson¹, Wei E. Huang¹, Bin Cao^{2,3}

First Author: Chun Kiat Ng

Keywords: Cyclic-di-GMP, *Shewanella oneidensis* MR-1, c-type cytochrome, Mtr pathway, extracellular electron transfer, single-cell Raman microspectroscopy

Supplementary Text

Text S1

Construction of high c-di-GMP strain of *Shewanella oneidensis* MR-1

YedQ (previously known as *yhck*) gene from *E. coli* is cloned from the *pYedQ* plasmid in HindIII/BamHI side of pBBR1MCS-5 plasmid vector to make the *pYedQ₂* plasmid (Chen, et al., 2015). The *S. oneidensis* strain with an elevated c-di-GMP level (i.e. MR-1/*pYedQ₂*) was constructed via plate mating (i.e. tri-parental conjugation) using the following strains at mid-logarithmic growth stage: *S. oneidensis* MR-1 (recipient), *E. coli* HB101/*pRK600* (helper) and *E. coli* DH5 α /*pYedQ₂* (donor). Recipient, helper and donor cells were grown using LB media overnight in shaking incubator (200 rpm) at 30 °C, 37 °C and 37 °C respectively. Antibiotics such as chloramphenicol and gentamicin were used in cell culturing when necessary. 1 ml of the culture from each of the three strains was washed two times with fresh LB medium, using centrifugation at 10000 x g for 3 minutes. The cell pellets from each of the three strains was resuspended and mixed at 1:1:1 ratio in 1 ml of LB media. Centrifugation was done to obtain a cell pellet containing cells from all three strains in equal proportions. The cell pellet was transferred to a LB agar plate and incubated in 30 °C for 5 hours. The cells were harvested from the plate via washing with 1 ml of 0.9% sodium chloride solution (saline). 100 μ l of cells were spread on a LB agar plate containing 20 μ g/ml tellurite (to remove *E. coli*) and 60 μ g/ml gentamicin (to remove cells without pBBR1MCS-5 plasmid) and kept in incubator at 30 °C until transposon mutant colonies appeared. Agarose gel electrophoresis using Mini-Sub® Cell GT Cell (Bio-Rad, USA) was run with the plasmid extracted from the selected mutant as a confirmation that the selected mutant indeed contains the *pYedQ₂* plasmid. All swim plate experiments were done in 0.3% LB agar plates

- 1 at 30 °C for 24 hours with five replicates for each sample and t-test was used to analyse the
- 2 data, where p-value < 0.05 indicates significance.

1   **Text S2**

2   **RNA extraction and sequencing analysis**

3   *S. oneidensis* MR-1 WT and MR-1/pYedQ₂ cultures were grown in LB medium aerobically for
4   8 h at 30 °C with shaking at 200 rpm. This was followed by RNA isolation using the RNeasy
5   mini Kit (Qiagen, Germany), with the DNA being depleted using RNase-free DNase set
6   (Qiagen, Germany) according to the manufacturer's instructions. The concentration of RNA
7   in each sample was determined using Nanodrop 2000 spectrophotometer (Thermo
8   Scientific, USA) and further confirmed using Qubit 2.0 Fluorometer (Life Technologies,
9   Germany). All RNA samples were promptly stored at -80 °C until further use.

10   For each strain, three biological replicates and three analytical replicates for each biological
11   replicate were subjected for RNA sequencing in this experiment. A total of 18 RNA samples
12   from MR-1 WT and MR-1/pYedQ₂ were sequenced by the sequencing facilities in the
14   samples was determined using the Quant-iT™ RiboGreen® RNA Assay Kit (Invitrogen) and
15   Quant-iT™ PicoGreen® dsDNA Assay Kit (Invitrogen) on a Bioanalyzer RNA 6000 Nano Chip
16   (Agilent). Next-generation sequencing library was prepared by following the TruSeq RNA
17   Sample Preparation v2 protocol (Illumina) with modifications: The mRNA purification step
18   was omitted and instead, 200 ng of total RNA was directly added to the elute-fragment-
19   prime step. The PCR amplification step, which selectively enriches for library fragments that
20   have adapters ligated on both ends, was performed according to the manufacturer's
21   recommendation but the number of amplification cycles was reduced to 12. Each library
22   was uniquely tagged with one of Illumina's TruSeq LT RNA barcodes to allow library pooling
23   for sequencing. Library quantitation was performed using Invitrogen's Picogreen assay and

1 the average library size was determined by running the libraries on a Bioanalyzer DNA 1000
2 chip (Agilent). Library concentration was normalized to 2 nM and the concentration was
3 validated by qPCR on a ViiA-7 real-time thermocycler (Applied Biosystems), using qPCR
4 primers recommended in Illumina's qPCR protocol and Illumina's PhiX control library as a
5 standard. Libraries were then pooled at equal volumes and sequenced in two lanes of an
6 Illumina HiSeq2500 rapid run at a final concentration of 7.2 pM and a read-length of 101 bp
7 paired-end.

8 The Illumina reads were functionally assigned by mapping against the published genome of
9 *S. oneidensis* MR-1 (Heidelberg, et al., 2002) using the CLC Genomics Workbench (CLC bio,
10 Aarhus, Denmark) (Mortazavi, et al., 2008). The mRNA reads were normalized using the
11 RPKM (reads assigned per kilo-base of target per million mapped read) method. 

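RPKM divides the reads of a gene by its length and by all reads assigned to genes in the same library, rRNA included. Among the uniquely mapped reads assigned to genes, rRNA made up 71.0, 69.4 and 68.8% in WT 1 to 3 and 79.2, 81.2 and 79.5% in replicates A, B and C of MR-1/pYedQ2. Reads that map to more than 1 place are not counted, so these shares and those of single rRNA genes need not be the rRNA content of the libraries. The 23S rRNA genes rrlC, rrlF and rrlH, named after their values were seen, alone took 39.3, 18.5 and 10.6% of all reads, while tmRNA took 3.43, 3.35 and 3.29% in the WT replicates and 1.38, 1.38 and 1.43% in A, B and C. The median log2 fold change of the 3378 tested genes was -0.08 with TMM and -0.66 with scaling by total reads. In limma on log2 RPKM with 1 and 0.1 added, over 4179 genes, it was -0.70 and -0.75. TMM factors were 1.08 to 1.31 for the WT replicates and 0.771 to 0.863 for A, B and C. Chemotaxis genes, with a median log2 fold change of 0.29 under TMM, had a median of -0.28 with scaling by total reads, and ribosomal protein genes went from 0.13 to -0.43. MSHA pilus genes went from 0.40 to -0.18 and type IV pilus genes from 0.18 to -0.40. The deposited RPKM values equal the deposited counts over gene length and column total.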

A t-test
12 using RPKM normalized values with FDR (False Discovery Rate) p-value correction were
13 performed.

Supplementary Figure

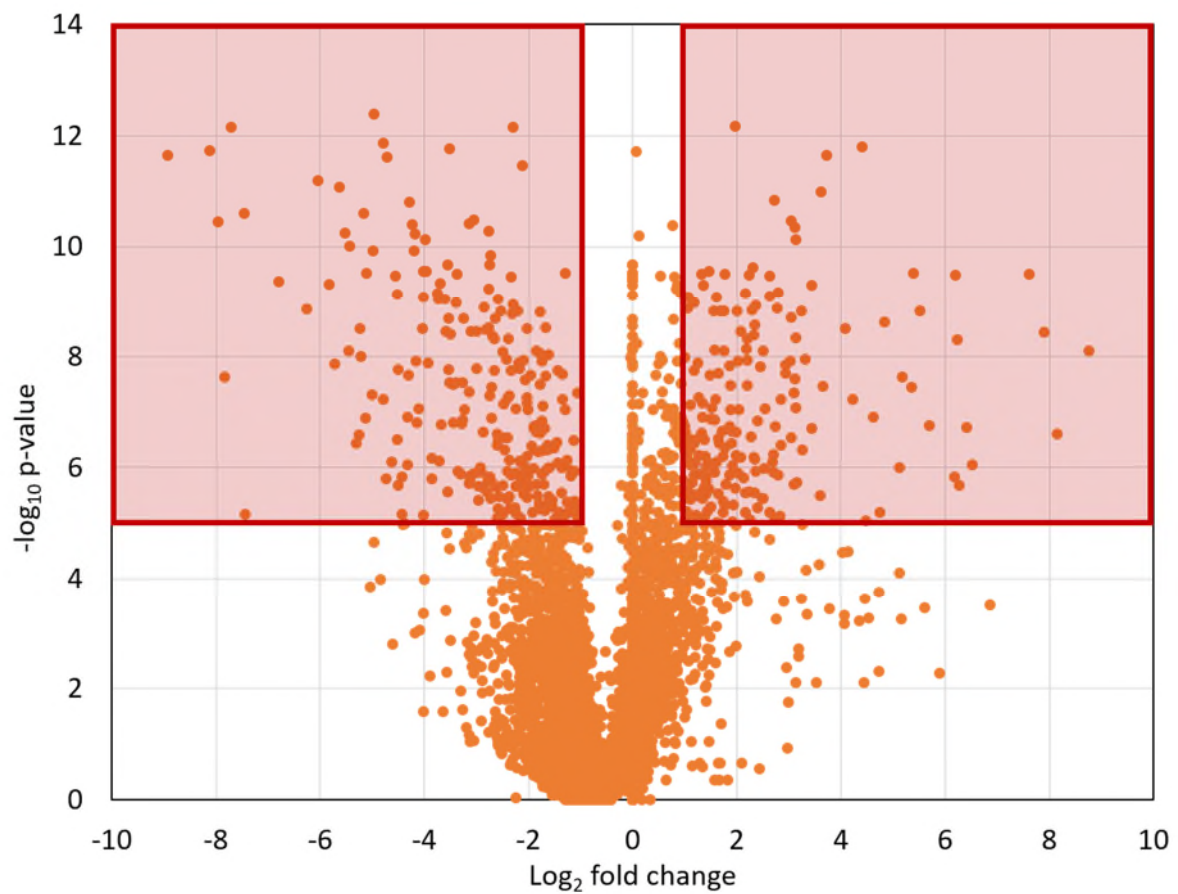

Fig. S1. A volcano plot of the fold change in expression of genes (log₂-scale) versus their significance (p-value in -log₁₀-scale). ~10% of the total genes (446 out of 4588) with more than 2-fold change (*i.e.* 1-fold log₂-scale) and p-value less than 0.00001 is considered significant in this study and are demarcated by the red boxes in the plot.

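At the thresholds of Fig. S1, applied to edgeR's adjusted p, 474 genes were higher and 361 were lower in MR-1/pYedQ2, 835 in all. The phosphate-binding gene pstS (SO1560) and tonB (SO3670), for energy transfer to outer membrane receptors, were among the 10 largest falls, with log2 fold changes of -5.87 and -5.49, and SO_3344 had -8.49. At these thresholds 222 genes were higher and 715 lower with scaling by total reads, and 114 were higher and 272 lower in limma on log2 RPKM with 1 added. In the authors' deposited table, 446 genes have an FDR-corrected p of at most 0.00001 and a log2 ratio beyond 1 or -1, of which 194 are higher and 252 lower. Of these genes, 411 also passed the thresholds in edgeR in the same direction, 0 passed in the opposite direction and 4 were not tested. In all, 1209 genes of the table, these 4 among them, had too few reads for the test.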

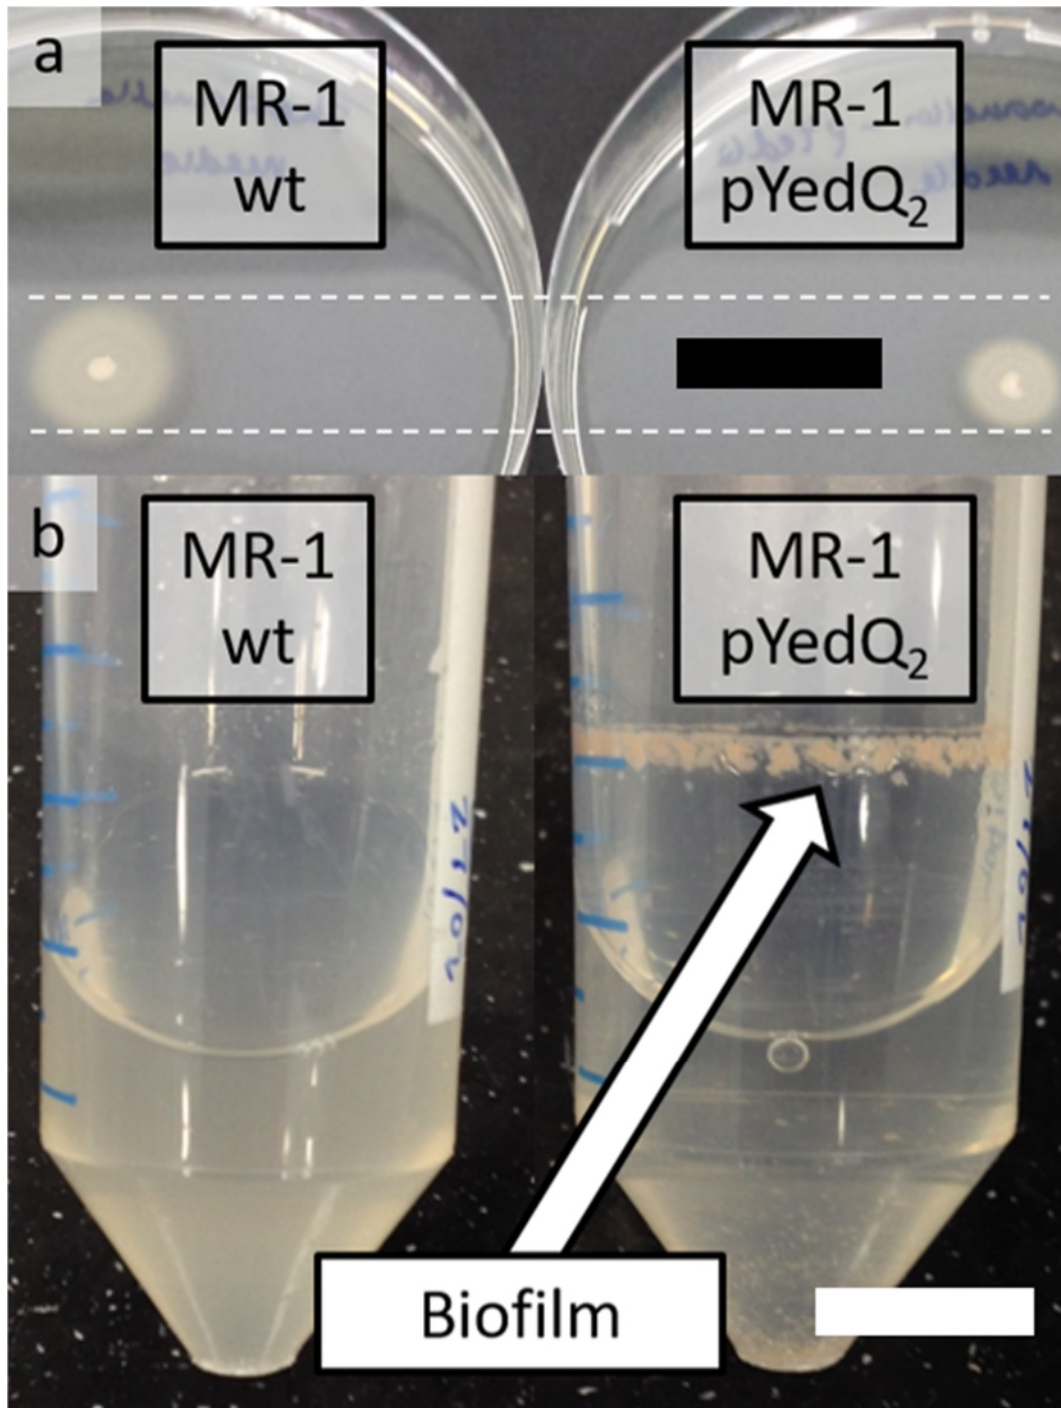

Figure S2. Representative image showing a) differences in swimming motility between *S. oneidensis* MR-1 WT and MR-1/pYedQ₂, where a significant reduction in swimming motility (30%) of MR-1/pYedQ₂ was observed as compared to WT (t-test p-value < 0.05, n = 5, black scale bar = 50mm), and b) preference for biofilm formation in cells of MR-1/pYedQ₂ as compared to WT (white scale bar = 15mm).

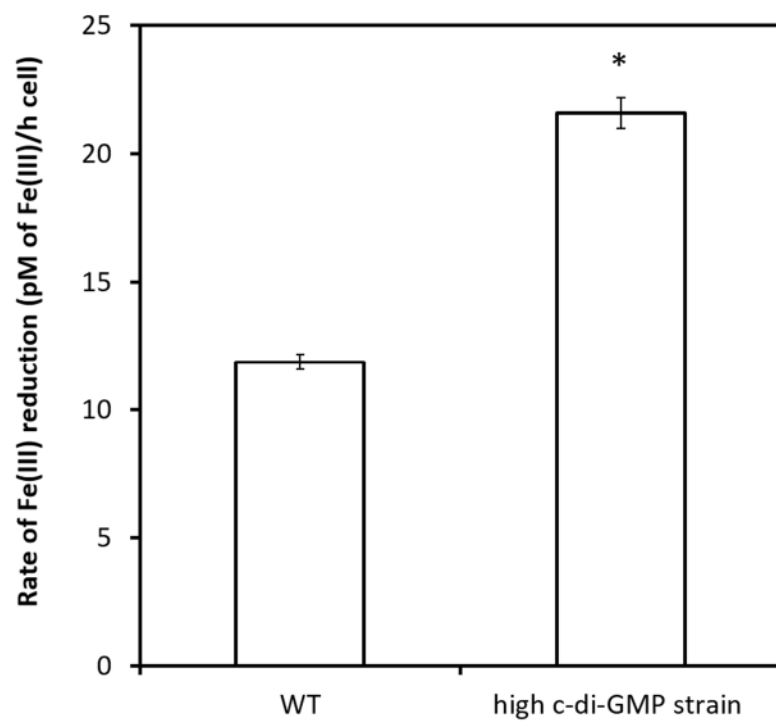

1

2 Figure S3. Rate of Fe(III) reduction by *S. oneidensis* MR-1 WT and high c-di-GMP strain MR-

3 1/pYedQ₂. * indicates statistical significance (t-test p-value<0.05, n=3).

1   **References**

- 2   Chen, Y., Yuan, M., Mohanty, A., Yam, J.K.H., Liu, Y., Chua, S.L., et al. (2015) Multiple diguanylate
- 3   cyclase-coordinated regulation of pyoverdine synthesis in *Pseudomonas aeruginosa*, *Environ.*
- 4   *Microbiol. Rep.* **7**: 498-507.
- 5   Heidelberg, J.F., Paulsen, I.T., Nelson, K.E., Gaidos, E.J., Nelson, W.C., Read, T.D., et al. (2002)
- 6   Genome sequence of the dissimilatory metal ion–reducing bacterium *Shewanella oneidensis*, *Nature*
- 7   *biotechnology* **20**: 1118-1123.
- 8   Mortazavi, A., Williams, B.A., McCue, K., Schaeffer, L., and Wold, B. (2008) Mapping and quantifying
- 9   mammalian transcriptomes by RNA-Seq, *Nat. Methods* **5**: 621-628.

How the deposited data were processed for this re-analysis (not part of the article)

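RNA sequencing of S. oneidensis MR-1 WT and of MR-1/pYedQ2, which carries a plasmid with the diguanylate cyclase gene yedQ, was re-analysed from the deposited tables. According to the paper, cells grew for 8 h at 30 °C and 200 rpm, libraries were made from 200 ng of total RNA with 12 amplification cycles, and paired reads of 101 bp were sequenced in 2 lanes.

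The authors made the deposited counts by mapping reads to the published MR-1 genome and counting them per gene in CLC Genomics Workbench; its version, the mapping settings and any use of strand are not given in the sources used here. In the counts table the columns of unique and of total gene reads are identical, so it holds uniquely mapped reads only, and near-identical genes such as transposases are mostly at 0 and their values uncertain. Without strand, reads of overlapping genes cannot be told apart, which holds among the genes named here for coxC, mxdB and sdhC. The authors made the deposited RPKM values from these counts, gene length and the column total. The deposited p-value and its FDR correction come from the authors' test of 6 columns against 6 on normalized expression values with the same total in all columns, with both lanes of a replicate as separate samples. The authors' deposited log2 ratio is the log2 of the ratio of strain means of RPKM after 1 was added to each. The authors' deposited strain mean, used here as a score, is headed as holding an added 0.5, while the values hold an added 1. In the counts table 48 further columns of values per sample were not used, and 1 line of the RPKM table without a gene name was left out.

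The table holds 4587 genes, 4403 on the chromosome and 184 on the megaplasmid; 357 have 0 reads in all 12 columns. Names come from the table itself, in which 376 genes that share a symbol are told apart by their coordinates. For locus tags the coordinates were matched to the RefSeq table of assembly ASM14616v2, with 4112 genes matched at both ends, 341 at 1 end and 134 unmatched; coordinates printed are those of the deposited table. Neither table gives gene products, so a planned list of c-di-GMP turnover and binding genes could not be filled and is not analysed here.

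Columns were assigned to a strain by their names. Counts of paired columns were compared by a chi-square test over genes with at least 20 reads in the pair; lanes of the same replicate did not differ beyond sampling noise (p from 0.359 to 0.953), so they were summed, giving 3 replicates per strain. The paper's 3 analytical replicates per biological replicate could not be identified among the columns. Total reads per lane column were 772909 to 891532 in the WT (median 787770) and 698965 to 784734 in MR-1/pYedQ2 (median 707293).

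Differences between the strains were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05; 3378 genes were tested and 1209 were not. The common dispersion was 0.00697, a biological coefficient of variation of 0.0835. The paper's thresholds were taken as an adjusted p of at most 0.00001 and a log2 fold change above 1 or below -1. On simulated counts with these library sizes, 87 of 100 genes changed 2-fold and 98 of 100 changed 4-fold were recovered among 3517 genes, and 13 unchanged genes were called. With no change simulated, 0 were called. The changed genes were drawn only from genes above a floor of expected reads, and every gene had the common dispersion. Both strains had the WT shares of reads per gene, without the higher rRNA share of MR-1/pYedQ2. The shares recovered thus do not hold for genes with few reads. Folds against a strain at 0 reads are lower bounds from a floor of 3 reads over the strain. Exact permutation tests of 3 replicates against 3 cannot give a p under 0.1.

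The 35 gene lists covered the Mtr pathway, the mtrDEF cluster, c-type cytochromes, cytochrome c maturation, heme biosynthesis, flagellum, chemotaxis, MSHA pilus, type IV pilus, the BpfA and mxd operons, c-di-GMP turnover, hydrogenases, anaerobic reductases, aerobic oxidases, respiratory regulators, type II secretion, the prophages LambdaSo, MuSo1 and MuSo2, megaplasmid genes, iron and heme uptake, ribosomal proteins, ATP synthase, heat shock, oxidative stress, the SOS response, the TCA cycle, amino acid biosynthesis, sulfate assimilation, fatty acid biosynthesis, transposases, cold shock, structured and small RNAs, and slow-growth markers. All but the last 2 were planned before the data were examined; ribosomal proteins and transposases were defined by symbol after the tables had been seen, since their planned definition needed gene products, and the structured RNAs were chosen after their reads had been seen. Lists with at least 3 measured members, 32 in all, were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry. With the preset correlation 18 lists passed (12 higher, 6 lower), with an estimated correlation 0, and with fry 28. The Mtr pathway list, taken from Table 1, is among those that passed. The estimated correlation was below the preset 0.01 for some lists that passed, such as heme biosynthesis (-0.0359), the BpfA operon (-0.126) and LambdaSo (-0.00564). For others, such as the Mtr pathway (0.379), it was higher. A higher correlation thus cannot account for every call lost with the estimated correlation. For lists with an estimate below the preset, a lost call does not mean that correlation between the genes undid it. The cause of the losses was not tested.

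Named genes were chosen by a rule set before the data were examined: every MR-1 gene the paper names (the Table 1 values had been seen), the 10 largest rises and 10 largest falls among genes with an adjusted p under 0.05, a mean of at least 50 reads and no overlap between the strains, and from each list up to 4 members with the largest change among those that passed, or the 2 with the most reads where none passed, and all members of lists of 5 or fewer. Other genes are marked where they are named.

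Alternatives planned before the data were examined were DESeq2 size factors, scaling by total reads, rRNA and tRNA left out, no filter on low counts and a filter of at least 50 reads in 6 replicates, the DESeq2 1.42.0 Wald test, limma on log2 RPKM with 1 or 0.1 added over genes with an RPKM of at least 1 in 3 or more replicates, lanes kept apart, each replicate left out in turn, unadjusted p, fold changes relative to the median, and fry. Alternatives added later left out all structured RNAs or the megaplasmid, combined WT 2 and 3, combined these and A to C, thinned all replicates to the same depth, and rebuilt the authors' test. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.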

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

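The 3 tests of the megaplasmid pattern, the test at the same depth, the fit with combined replicates and the rebuilding of the authors' test were chosen after the results had been seen.

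Along the megaplasmid, a run of 60 genes, all those with at least 3 reads over both strains in that stretch, had 5 WT reads against 8647 MR-1/pYedQ2 reads, or 0.0578%, a signal in genes the paper does not discuss. The run was set as the longest stretch of such genes with under 3 WT reads each, so its low WT share follows from that choice, while its length does not. Lower depth in the WT is argued against, since WT reads on the rest of the megaplasmid were 150% of those in MR-1/pYedQ2. A loss of the segment from the WT cells sequenced, a variant against the reference, may give such a run, and so may transcription shut off in the WT with the DNA kept; these cannot be told apart from RNA reads alone, as a DNA measurement is not analysed here. On the chromosome the longest run of neighbouring genes with under 3 WT reads, among genes with at least 3 reads, was 1, and with under 3 MR-1/pYedQ2 reads it was 4. Whether the higher c-di-GMP level of MR-1/pYedQ2 has any part in the difference was not tested.

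The number of genes changed, 2097 of 3378, spans both directions (1016 higher, 1081 lower). A few RNAs taking most of the reads shift all genes alike, which as the whole cause is argued against by 542 genes in the rarer direction under scaling by total reads, and a difference in depth by 2000 genes called with every replicate thinned to the same depth. The 10 splits of the 6 replicates are too few for a share under 0.05. The real split gave 2097 genes and 835 at the paper's thresholds, where the highest other split gave 0 and 0. It gave 18 gene lists, where the others gave 8 to 15. In each case only the real split itself reached the real value. Each other split mixes replicates of both strains in each group, so the strain difference widens its spread and part of it remains between the groups. Neither the 0 genes nor the lists called there thus say what chance alone would give. If columns of a strain share a culture, the spread behind these tests is technical; combining A to C leaves MR-1/pYedQ2 with 1 sample and no spread between its cultures, so that fit does not settle this. A difference between the cultures other than the c-di-GMP level stays open as untested.

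In the authors' deposited table, 357 genes have a log2 ratio of 0, and 74 of them have an unadjusted p of at most 0.00001. With the FDR-corrected p, which gives the paper's count of 446, 61 genes with 0 reads in all 12 columns are at or under 0.00001. The volcano plot of Fig. S1 would place such genes high above the 0 of its x axis. All 74 have 0 reads in all 12 columns, in line with quantile normalization that gives tied zeros different values. Rebuilding the authors' test with ties taken in the order of the table gave a p within 1% of the deposited one for 4585 of 4587 genes. In that rebuilt test all 74 again had a p of at most 0.00001, while with tied values averaged 0 genes without reads did. The order of the table was picked from 8 orders after the deposited p-values had been seen. No biological explanation was tested, since genes without reads give none.

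Among genes the paper does not discuss, the median log2 fold change was -2.32 for iron and heme uptake, with adjusted p = 7.8e-08 from camera and adjusted p = 0.12 with an estimated correlation. It was 2.75 for heat shock proteins, with adjusted p = 5.41e-18 from camera and adjusted p = 0.0832 with an estimated correlation. For the prophage LambdaSo it was -1.01, and -1.58 with scaling by total reads, with adjusted p = 0.00237 from camera and adjusted p = 0.0905 with an estimated correlation.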

How the results depend on the processing

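The alternatives that left out structured RNAs or the megaplasmid, combined replicates, thinned the reads or rebuilt the authors' test were chosen after seeing the data. All 5 Mtr pathway genes were higher in edgeR, DESeq2 or limma under each of the 20 refits, with log2 fold changes from 1.68 (mtrB, limma on log2 RPKM with 1 added) to 4.50 (omcA, without WT 1) and a highest adjusted p of 4.39e-06. With the 6 replicates left out in turn, 1963 to 2310 genes were changed, 766 to 947 at the paper's thresholds, and 17 to 21 lists were called. With at least 50 reads required in all 6 replicates, which left 661 genes, 510 genes were changed against 2097, 174 at the paper's thresholds against 835, and 7 lists of 20 tested; the megaplasmid list then reversed (adjusted p = 0.929), since the filter removes the genes at 0 WT reads. It also leaves 5 of 20 iron and heme uptake genes, without hmuA, hmuX, hmuZ and tonB (SO3670), and 3 of 14 type II secretion genes, so that the calls lost there say little about these lists, while all 9 ATP synthase genes are kept. At the paper's thresholds limma on log2 RPKM called 386 genes with 1 added and 248 with 0.1 added, and the c-type cytochrome list no longer passed in camera (adjusted p = 0.102 and 0.0994, where its other alternatives gave 2.77e-07 to 0.0151); the cause was not tested. With WT 2 and 3 combined and A to C combined, 1526 genes were changed and 539 passed the paper's thresholds, but MR-1/pYedQ2 then has 1 sample and no replicate, so these counts hold no spread between its cultures. The authors' test rebuilt in 4 versions called 446 genes (ties in the order of the table), 442 (ties unordered), 556 (ties averaged, unadjusted p) and 483 (no quantile normalization; 129 higher, 354 lower). The 8 tie orders tried gave between 442 and 446 genes with adjusted p, and ties averaged gave 442. The test fry, which does not compare a list with other genes, called 28 lists. Of the other comparisons, with fry and the c-type list left out, the remaining 31 gene lists gave 587 on the same side of the threshold, 14 weaker and 3 stronger, and named genes 2628, 25 and 5, with 0 reversed; 18 changed sign without a call in either fit. Of these lists, the 3 stronger were ribosomal proteins, aerobic oxidases and transposases, which passed in camera without WT 1 (adjusted p = 0.00665, 0.0324 and 0.045). The 14 weaker among these lists, by adjusted p in camera, were iron and heme uptake (0.533), type II secretion (0.297) and ATP synthase (0.16) with at least 50 reads required; MuSo2 (0.15), type II secretion (0.0851), SOS (0.0802) and sulfate assimilation (0.0703) with lanes kept apart; MuSo2 with scaling by total reads (0.14); MuSo2 (0.0577) and SOS (0.0664) with reads thinned; and SOS with DESeq2 size factors (0.0532), without A (0.0524), without structured RNAs (0.0516) and with WT 2 and 3 combined and A to C combined (0.0697). No paired analysis was possible because the columns of MR-1/pYedQ2 carry letters and no replicate number, so the planned fits with a block, alone or with a GC correction, were not run. Depth limits genes with few reads: 1209 genes could not be tested.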

Differences from the paper's values

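The rebuilt versions of the authors' test and the fit with combined replicates were chosen after the values had been seen.

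At the paper's thresholds 835 genes differed in edgeR, while the paper's count is 446. Of 17 alternatives set before the data were examined, limma on log2 RPKM with 1 added, at 386, lay within 1.5 times the paper's count, and it drops 123 of the 446 genes called in the authors' deposited table; the other 16 did not lie within it. The authors' test rebuilt with ties in the order of the table gave 446 and drops 0 of these genes, but this order was chosen from 8 after seeing the values, and the versions with ties unordered (442, dropping 4) and with ties averaged and unadjusted p (556, dropping 0) were also chosen after seeing the values. Each of the 8 orders gave between 442 and 446 genes, and ties averaged with adjusted p gave 442, so the count depended little on the order. Without quantile normalization, also chosen after seeing the values, the rebuilt test gave 483 (129 higher, 354 lower) and drops 68. The fit with WT 2 and 3 combined and A to C combined, also chosen after seeing the values, gave 539 and drops 100, but it leaves MR-1/pYedQ2 with 1 sample and no replicate.

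For omcA the log2 fold change was 4.33 and the paper's log2 ratio is 3.728. For mtrC these were 3.39 and, in the paper, 2.796. For mtrA they were 2.84 and, in the paper, 2.241. The value for cymA was 2.78, where the paper gives 2.202. The value for mtrB was 2.26, where the paper gives 1.684. Of 15 alternatives set before the data were examined, scaling by total reads (3.76 for omcA, 2.81 for mtrC, 2.26 for mtrA, 2.21 for cymA and 1.69 for mtrB) and limma on log2 RPKM with 1 or 0.1 added (3.73, 2.80, 2.26, 2.20 and 1.68 with 1 added) lay within the combined replicate SD of the paper's values for omcA, mtrC, mtrA, cymA and mtrB. The filter of at least 50 reads in 6 replicates did so for mtrA (2.47) and mtrB (1.89), and the others did not. This SD combines the spread of log2 CPM over the replicates of both strains. Scaling by total reads and limma on RPKM divide by all reads of a library, as the paper's RPKM does, so their closeness is largely built in. From TMM to scaling by total reads, the median log2 fold change of all tested genes also moved, from -0.08 to -0.66. The direction is the same for all 5 genes.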

Other observations

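The slow-growth and structured RNA lists, and the definitions of the ribosomal and transposase lists by symbol, were chosen after the tables had been seen, and the test of the c-type cytochromes as a class was set after the list's counts had been seen but before its own result.

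ATP synthase genes were higher for 7 of 9 and lower for 1 (8 and 1 when adjusted over the list alone; 4 and 2 with scaling by total reads), with atpD at a log2 fold change of 1.83; camera gave adjusted p = 0.0058, and adjusted p = 0.409 with an estimated correlation, and the list did not pass with at least 50 reads required in each replicate (0.16), which keeps all 9 genes. Aerobic oxidase genes were higher for 6 of 9, among them cydA of the cytochrome bd oxidase at 1.74, and lower for the 3 cox genes coxA, coxB and coxC, the last named after its value was seen (6 and 3 when adjusted over the list alone; 5 and 3 with scaling by total reads), and the list did not pass in camera (adjusted p = 0.132). Of 7 respiratory regulators 5 were lower, among them arcA at -2.20, and 2 were higher, crp at 1.24 and, named after its value was seen, cyaB at 1.21 (5 and 2 when adjusted over the list alone; camera adjusted p = 0.249); with scaling by total reads 1 was higher. TCA cycle genes split into 7 higher and 7 lower of 15 (7 and 7 when adjusted over the list alone; 5 and 8 with scaling by total reads; camera adjusted p = 0.872), with sdhC at -3.75 and acnD at 1.52. Sulfate assimilation genes were higher for 14 of 22 and lower for 2 (14 and 2 when adjusted over the list alone; 9 and 5 with scaling by total reads), led by cysP at 3.42; camera gave adjusted p = 0.0196, and adjusted p = 0.382 with an estimated correlation, and the list did not pass with lanes kept apart (0.0703). Fatty acid genes were higher for 7 of 11 and lower for 2 (7 and 2 when adjusted over the list alone; 3 and 3 with scaling by total reads; camera adjusted p = 0.372), and amino acid genes were higher for 12 of 50 and lower for 16 (11 and 16 when adjusted over the list alone; 4 and 30 with scaling by total reads; camera adjusted p = 0.782).

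Chemotaxis genes were higher for 9 of 18 and lower for 5 (9 and 6 when adjusted over the list alone; 5 and 7 with scaling by total reads; camera adjusted p = 0.399). MSHA pilus genes were higher for 6 of 15 and lower for 0 (6 and 0 when adjusted over the list alone; 5 and 4 with scaling by total reads; camera adjusted p = 0.307), and type IV pilus genes were higher for 8 of 17 and lower for 2 (7 and 2 when adjusted over the list alone; 2 and 8 with scaling by total reads; camera adjusted p = 0.399). In the mxd operon for biofilm polysaccharide, mxdB was lower by a log2 fold change of -0.68 and 3 genes did not pass (0 lower when adjusted over the list alone, 3 lower with scaling by total reads and 0 with DESeq2 size factors; camera adjusted p = 0.782). Genes of the prophage MuSo2 were lower for 10 of 12 (10 when adjusted over the list alone); camera gave adjusted p = 0.0433, and adjusted p = 0.199 with an estimated correlation, and the list did not pass with scaling by total reads (0.14), with lanes kept apart (0.15) or with reads thinned to the same depth (0.0577). Those of MuSo1 were lower for 9 of 15 and higher for 1 (9 and 1 when adjusted over the list alone; 11 and 0 with scaling by total reads; camera adjusted p = 0.324), and transposases for 10 of 16 measured (10 when adjusted over the list alone; camera adjusted p = 0.137). SOS genes were lower for 7 of 10, among them recN at -2.26 and recA at -1.08 (7 lower and 1 higher when adjusted over the list alone); camera gave adjusted p = 0.0485, and adjusted p = 0.203 with an estimated correlation, and the list did not pass in 6 of the alternatives (0.0516 to 0.0802).

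Of 52 measured ribosomal protein genes 24 were higher and 14 lower (24 and 14 when adjusted over the list alone; 11 and 32 with scaling by total reads; camera adjusted p = 0.478). Of 12 slow-growth and ribosome-hibernation markers 4 were higher, among them raiA at a log2 fold change of 3.71, and 6 were lower, among them rmf at -4.47 (4 and 6 when adjusted over the list alone; camera adjusted p = 0.479). Structured and small RNAs were lower for 5 of 7, among them ssrS at -1.84 and tmRNA at -0.70, and higher for csrB1 at 0.52, named after its value was seen (5 and 1 when adjusted over the list alone; 6 lower and 0 higher with scaling by total reads); camera gave adjusted p = 0.0105, and adjusted p = 0.386 with an estimated correlation. Oxidative stress genes were higher for 2 of 8 and lower for 3 (2 and 3 when adjusted over the list alone; camera adjusted p = 0.782), with a median log2 fold change of 0.10, a mean of -0.04 and a median of -0.47 with scaling by total reads. Of the cold shock genes, cspA was higher at 1.01 and SO_1648 lower at -3.79 (1 and 1 when adjusted over the list alone), and cspD had too few reads. On the megaplasmid, 20 genes before SOA0020 (17324) and 8 after SOA0165 (154962) had 0 reads in both strains, and on the chromosome acyP, SO_3328 and SO_4740, named after their values were seen, had 37, 72 and 171 WT reads and 0 in MR-1/pYedQ2.

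A hypothesis was that the rise runs through the c-type cytochromes as a class beyond the Mtr pathway genes. Without the 4 c-type genes of Table 1, 11 of 23 measured members were higher and 9 lower, with a median log2 fold change of -0.08 and a mean of 0.19, and camera gave p = 0.0703 (0.116 with an estimated correlation). The prediction set a p of 0.05 or more as the bound against the hypothesis, but a p alone does not show that the class stayed level; that members must also fall was added once the values were known. The 9 falls argue against a rise of the whole class and leave open a rise of some of its members.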
